# Blocked *O*-GlcNAc cycling disrupts mouse hematopoeitic stem cell maintenance and early T cell development

**DOI:** 10.1038/s41598-019-48991-8

**Published:** 2019-08-29

**Authors:** Lara K. Abramowitz, Christelle Harly, Arundhoti Das, Avinash Bhandoola, John A. Hanover

**Keywords:** Lymphopoiesis, Haematopoietic stem cells

## Abstract

Small numbers of hematopoietic stem cells (HSCs) balance self-renewal and differentiation to produce the diversity and abundance of cell types that make up the blood system. How nutrients are recruited to support this massive differentiation and proliferation process remains largely unknown. The unique metabolism of adult HSCs, which rely on glycolysis and glutaminolysis, suggests a potential role for the post-translational modification *O*-GlcNAc as a critical nutrient signal in these cells. Glutamine, glucose, and other metabolites drive the hexosamine biosynthetic pathway (HBP) ultimately leading to the *O*-GlcNAc modification of critical intracellular targets. Here, we used a conditional targeted genetic deletion of the enzyme that removes *O*-GlcNAc, *O*-GlcNAcase (OGA), to determine the consequences of blocked *O*-GlcNAc cycling on HSCs. *Oga* deletion in mouse HSCs resulted in greatly diminished progenitor pools, impaired stem cell self-renewal and nearly complete loss of competitive repopulation capacity. Further, early T cell specification was particularly sensitive to *Oga* deletion. Loss of *Oga* resulted in a doubling of apoptotic cells within the bone marrow and transcriptional deregulation of key genes involved in adult stem cell maintenance and lineage specification. These findings suggest that *O*-GlcNAc cycling plays a critical role in supporting HSC homeostasis and early thymocyte development.

## Introduction

The mammalian hematopoietic system is comprised of diverse cell types that each have unique functions. There are erythrocytes that carry oxygen, lymphocytes that are the cornerstones of adaptive immunity and myeloid cells, that have unique roles ranging from innate immunity to blood clotting. As abundant and diverse as these cells are, they all originate from a limited pool of hematopoietic stem cells (HSCs) residing in the bone marrow. HSCs are required to maintain homeostasis despite constant insults, like bleeding or infection. To do this, HSCs must strike a balance between quiescence to maintain HSC pools and proliferation and differentiation. One way that HSCs regulate this balance is through metabolic reprogramming, in fact, HSCs rely heavily on glycolysis and glutaminolysis to meet their unique energy needs^1,2^. However, what regulates how nutrients are recruited and support HSC homeostasis remain largely unknown. Here, we provide evidence that cycling of the nutrient-sensitive post-translational modification *O*-GlcNAc plays a key role in this process.

Glucose, glutamine, and other nutrient-derived metabolites help fuel the hexosamine biosynthetic pathway (HBP), ultimately contributing to multiple glycan classes including the post-translational modification *O*-GlcNAc. *O*-GlcNAc is a dynamic modification attached to serines and threonines of thousands of intracellular proteins^3^. Added to proteins by *O*-GlcNAc transferase (OGT) and removed by *O*-GlcNAcase (OGA), *O*-GlcNAc cycling integrates nutrient availability with molecular processes like transcription, translation, proteostasis and signaling^4^. Because it plays diverse roles in cell physiology, *O*-GlcNAcylation is poised to influence cells reliant on glycolysis and glutaminolysis like HSCs and T cells. In fact, *Ogt* is essential for embryonic stem cell (ESC) maintenance, differentiation and lineage specification^5–7^. *O*-GlcNAc cycling has been linked to polycomb repression^8–11^ and trithorax activation^8,12,13^ which act to define and shape early cell fate decisions. Many of the core components of the pluripotency network, including the Yamanaka factors OCT4, SOX2 and cMYC^6,14^ have been identified as *O*-GlcNAc modified. Indeed, mouse deletion models have shown that the enzymes of *O*-GlcNAc cycling are vital for early development, with *Ogt* deletion being embryonic lethal^5,15^, and *Oga* deletion perinatal lethal^16^. Further, a recent report suggested *O*-GlcNAc cycling influences *in vitro* erythrocyte differentiation^17^.

Downstream of HSCs, the T cell lineage also utilizes glucose and glutamine throughout development in the thymus. In fact, dynamic increases in protein *O*-GlcNAc levels has been defined at key stages of T cell development^18^. Dynamic *O*-GlcNAcylation has been shown to be essential for generation of mature CD4+ and CD8+ T cells^15,18^. Although *O*-GlcNAc addition is required for thymic development^15,18^, it remains unclear how blocked *O*-GlcNAc turnover by selective loss of *Oga* might impact early thymocytes. Moreover, the role of dynamic *O*-GlcNAcylation had not been investigated in earlier hematopoietic cell populations and hematopoiesis. Because *O*-GlcNAc cycling is a crucial feature in cell populations reliant on glycolysis and glutaminolysis, we anticipated that stable *O*-GlcNAcylation would disrupt HSC homeostasis. In fact, *O*-GlcNAc has been shown to regulate key factors in HSC maintenance like HIF1α^19^ and cMYC^14,18^. Here, we investigated the consequences of blocking *O*-GlcNAc turnover on HSC homeostasis and T cell development. We found that mice in which *Oga* had been selectively deleted in HSCs had depleted HSC and progenitor populations with diminished self-renewal and competitive repopulation capacity. Loss of *Oga* resulted in an increase in apoptosis and transcriptional analysis revealed that nutrient transport and FGF signaling likely contributed to HSC dysfunction in mutant HSCs. Our data suggested that the processes of *O*-GlcNAc addition and removal each play a key part in regulating critical steps of hematopoiesis. These findings have important implications for the role of hexosamine signaling in the maintenance of stem cell populations giving rise to immune homeostasis.

## Results

### Tissue specific Oga deletion resulted in diminished HSC and progenitor pools

Previous inquiries into the role of *O*-GlcNAc cycling in stem cells have largely focused on altering *Oga* or *Ogt* in cultured embryonic stem cells. However, little is known about the function of *O*-GlcNAc cycling in an *in vivo* adult stem cell population. To test our hypothesis that *O*-GlcNAc cycling supports HSC function and immune homeostasis, we decided to specifically delete *Oga* in the hematopoietic lineage and assess the consequences on HSC maintenance and differentiation. Our laboratory previously generated a floxed allele of the *Oga* locus in mouse (*Oga*^*fl*/*fl*^)^16^. To make a hematopoietic lineage specific *Oga* mutant mouse, we bred the *Oga*^*fl*/*fl*^ with the Vav-iCre transgenic mouse^20^ from Jax (stock number 008610). The resulting mouse (*Oga*^*Vav*-*Cre*^) deleted *Oga* in HSCs. To ensure *Oga* deletion, we performed a fluorescence based OGA activity assay^21^ and found diminished OGA activity in bone marrow from *Oga*^*Vav*-*Cre*^ mice compared to their wildtype littermates (Fig. 1a). To test whether there was an increase in *O*-GlcNAc resulting from the *Oga* deletion, we assessed *O*-GlcNAc levels in bone marrow and liver by western blot. Here, we found elevated *O*-GlcNAc levels specifically in bone marrow from the *Oga*^*Vav*-*Cre*^ mice (Fig. 1b,c). Importantly, we were unable to detect *Oga* transcripts in Lin^−^Sca^+^Kit^+^ bone marrow cells from these mice (Supplementary Fig. S5), nor was there a change in endogenous *Vav* expression in these mutant cells (Supplementary Table S1). These experiments confirmed tissue-specific *Oga* deletion in HSCs from the *Oga*^*Vav*-*Cre*^ mice, resulting in increased *O*-GlcNAcylation.

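RNA-Seq reads counted per locus in LSK cells of female mice, 3 per genotype, give the level of each transcript. The deposited table, in mm9 coordinates, lists Oga under its former symbol Mgea5, on the minus strand of chromosome 19 from 45824749 to 45858269. Mgea5 had 104, 109 and 110 reads in OgaVav-Cre replicates 1, 2 and 3, and 3164, 2970 and 2736 reads in wildtype replicates 1, 2 and 3. Scaled to library size by edgeR's TMM method (CPM), these counts were 4.31 ± 0.299 (SD, n = 3) in OgaVav-Cre and 139 ± 20.7 (SD, n = 3) in wildtype cells, so that 3.09% of the wildtype level was left. With the deposited RPKM in place of the CPM, 2.95% was left. The log2 fold change was -5.01 (standard error 0.167, adjusted p = 5.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -5.13 and -4.93 with each library left out in turn. The locus E330018D03Rik, which lies inside Oga on the same strand from 45836340 to 45839319, had 0, 0 and 3 reads in OgaVav-Cre and 512, 678 and 610 reads in wildtype libraries. Its level was at least 235-fold lower in OgaVav-Cre cells, the limit set by the floor of 3 reads. The table also lists a second Mgea5 locus on the plus strand from 45823998 to 45826800, which overlaps the 3' end of Oga by 2052 bases and had 112, 123 and 127 reads in OgaVav-Cre and 481, 447 and 392 in wildtype libraries. The paper's text does not say whether the strand was used in counting, so reads at this end of Oga can belong to either locus.
Vav1, on the plus strand of chromosome 17 from 57418523 to 57468659, was at 103.8 ± 13.9 CPM (SD, n = 3) in OgaVav-Cre and 96.8 ± 1.48 CPM (SD, n = 3) in wildtype cells, and the libraries of both genotypes overlapped. Its log2 fold change was 0.10 (standard error 0.128, adjusted p = 0.787 from the same edgeR test). Without OgaVav-Cre replicate 3 it was -0.0020, the only one of the 6 fits with a library left out in which its sign changed.

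**Figure D1:**
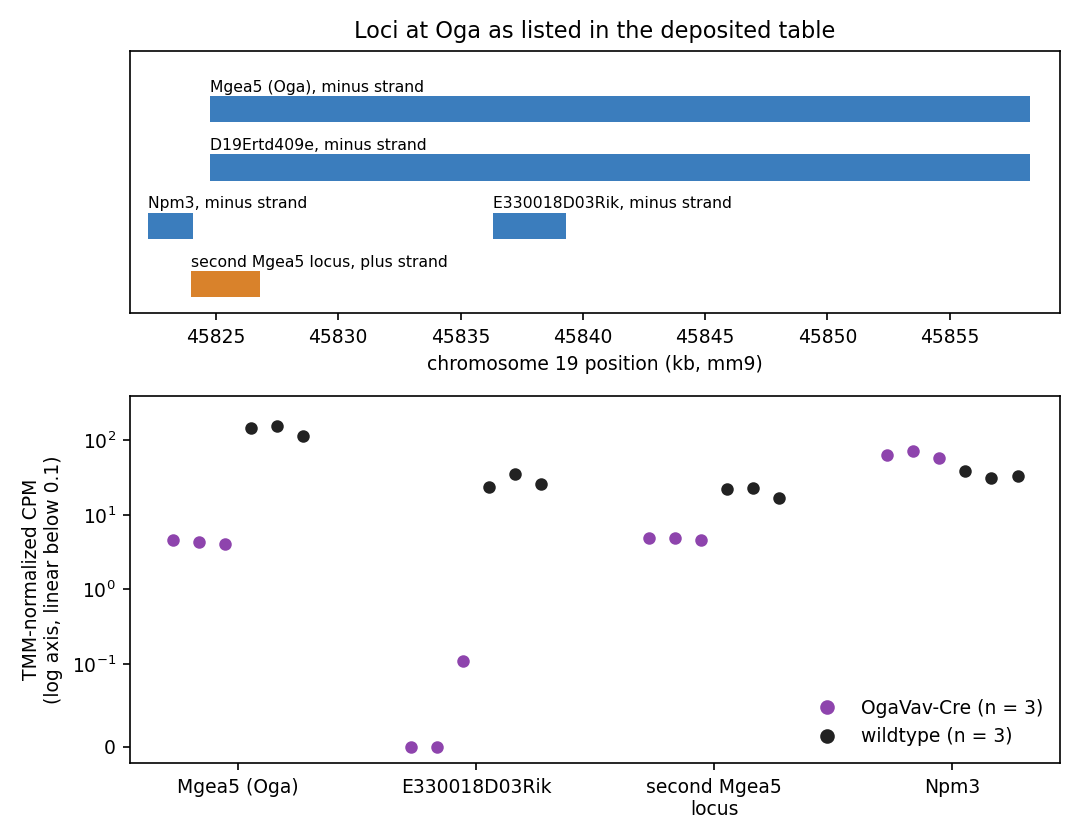
Top, positions on chromosome 19 (kb, mm9) of the loci listed at Oga, with minus-strand loci in blue and the plus-strand locus in orange. Bottom, TMM-normalized CPM of each library (log axis, linear below 0.1) in OgaVav-Cre (purple, n = 3) and wildtype (black, n = 3) cells; at Mgea5 the OgaVav-Cre libraries lie near 4.31 CPM and the wildtype libraries near 139 CPM.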

**Figure 1:**
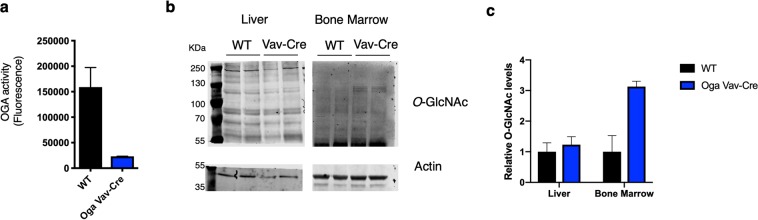
Deletion of *Oga* in hematopoietic stem cells. (**a**) OGA activity was quantified with an established *in vitro* fluorescence assay^21^ using lysates from wildtype (WT) or *Oga*^*Vav*-*Cre*^ bone marrow, N = 3, error bars represent standard deviation. (**b**) *O*-GlcNAc was assessed by western blot using lysates from liver and bone marrow of WT and *Oga*^*Vav*-*Cre*^ (Vav-Cre) mice using RL2 for *O*-GlcNAc and β-Actin as loading control. Lysates from liver and bone marrow were run out on separate gels and transferred to nitrocellulose membranes (full length blots can be found in Supplemental Fig. S7) that were cut at 55 kDa to allow for simultaneous quantitation of *O*-GlcNAc and β-Actin. (**c**) Quantitation of western blot from panel b with O-GlcNAc intensity normalized to β-Actin intensity, with error bars representing range. Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^.

The hematopoietic system is comprised of increasingly specified progenitor cells, ultimately terminating in a fully differentiated lineage. Each of these distinct cell populations display unique cell surface markers that allow analysis by flow cytometry. In order to assess the consequences of *Oga* deletion on HSC maintenance and differentiation we analyzed HSC and progenitor cell populations in bone marrow from *Oga*^*Vav*-*Cre*^ mice in comparison to their wildtype littermates. The *Oga*^*Vav*-*Cre*^ mice had a significant decrease in total bone marrow cells as compared to wildtype (Fig. 2a). Using flow cytometry analysis, we detected significantly decreased progenitor and HSC populations, including the LK (Lin^−^Kit^+^) and the LSK (Lin^−^Sca-1^+^Kit^+^) progenitor populations (Fig. 2b,c). When gated on the LSK, further analysis indicated that the majority of the deficiency of the LSK population resulted from ~50% decrease in the long-term HSC (LT-HSC, CD150^+^Flt3^−^) and lymphoid-primed multipotent progenitor (LMPP, CD150^+^Flt3^+^) populations (Fig. 2b,c). Reduced LT-HSC pools suggested that deletion of *Oga* impaired maintenance of these stem cells. Investigation of further specified progenitor populations also uncovered significant reductions in common lymphoid progenitors (CLP, Kit^int^Flt3^+^CD127^+^) (Fig. 2b,c) and granulocyte-macrophage progenitors (GMP, Lin^−^Kit^+^CD16/32^+^CD34^+^) (Fig. 2b,c). Further analysis of the CLP population using Ly6D, a marker of B cell progenitors (BLP)^22^, indicated significant decreases in this population as compared to wildtype (Fig. 2b,c). Although total cell numbers were dramatically decreased in the mutant mice, the only population that was significantly decreased in relative frequency was CLP, indicating that the lymphoid lineage was particularly sensitive to *Oga* deletion (Supplementary Fig. S1a). Together, these data indicated that OGA was required for normal HSC maintenance and that without OGA there were substantial decreases in the HSC pools as well as further differentiated progenitor cell populations.

**Figure 2:**
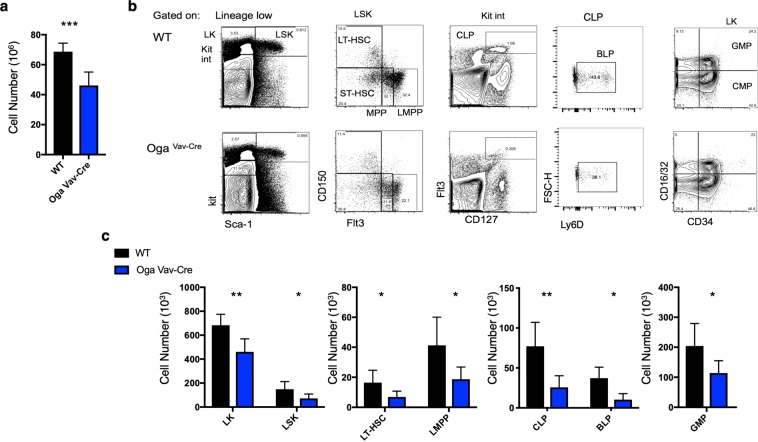
Reduced bone marrow progenitor populations in *Oga*^*Vav*-*Cre*^ mice. (**a**) Quantitation of total number of bone marrow cells from the indicated genotype. (**b**) Representative flow cytometric analysis, with boxes depicting gating, of long-term hematopoietic stem cells (LT-HSC, Lin^−^Sca1^+^Kit^+^ CD150^+^Flt3^−^), short-term hematopoietic stem cells (ST-HSC, Lin^−^Sca1^+^Kit^+^ CD150^−^Flt3^−^), multipotent progenitors (MPP, Lin^−^Sca1^+^Kit^+^ CD150^−^Flt3^+^) and lymphoid primed MPP (LMPP, Lin^−^Sca1^+^Kit^+^ CD150^−^Flt3^+^), common lymphoid progenitors (CLP, Lin^−^Kit^int^Flt3^+^CD127^+^), B cell-biased lymphoid progenitors (BLP, Lin^−^Kit^int^Flt3^+^CD127^+^Ly6d+) granulocyte/macrophage progenitors (GMP, Lin^−^Kit^+^Sca^−^CD16/32^+^CD34^+^) and common myeloid progenitors (CMP, Lin^−^Kit^+^Sca^−^CD16/32^−^CD34^+^). (**c**) Graphs depicting the absolute numbers of the indicated cell populations for the indicated genotype. Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 4–6, error bars represent standard deviation, *p < 0.05, **p < 0.01 as determined by t-test.

### Oga deficiency resulted in impaired thymocyte development

*O*-GlcNAc addition by the activity of OGT has an established role in T cell development and activation^15,18,23–27^. Early thymic progenitor cells are CD4 and CD8 double negative (DN), and T cell receptor (TCR) negative. DN thymocytes are further subdivided based on the expression of surface markers. DN1 cells are heterogeneous and can give rise to T cells, NK cells, B cells and macrophages. TCR rearrangement begins in DN2 cells. Commitment to the T cell lineage occurs in the transition from the DN2 to DN3 stage. DN3 cells that have successfully rearranged their TCRβ-chain, form a pre-TCR complex with a pre-TCRα chain^28^. This pre-TCR enforces β-selection and supports proliferation and differentiation, transitioning cells from DN3 to DN4. This process increases glucose and glutamine uptake with a concomitant increase in *O*-GlcNAc levels^18^. In fact, mice that conditionally deleted *Ogt* had a phenotype consistent with a failure of β-selection and had decreased numbers of thymocytes as well as decreased mature CD4+ and CD8+ T cells^15,18^.

While OGT had been previously shown to be important for T cell development, it has remained unknown how blocked *O*-GlcNAc cycling might impact this process. To answer this question, we systematically investigated thymocyte development in the *Oga*^*Vav*-*Cre*^ mice as compared to wildtype littermates. *Oga*^*Vav*-*Cre*^ mice had significantly decreased numbers of thymocytes (Fig. 3a). Consistent with the decrease in lymphoid progenitor populations, analysis of thymocyte populations by flow cytometry revealed a significant decrease in the cell number of all populations (Fig. 3b,c), including all DN populations, as well as the CD4/CD8 double positive (DP) and single positive populations. Most strikingly, there was also a significant decrease in frequency in the earliest detectable thymic progenitors (early ETP, Lin^−^Kit^+^CD25^−^Flt3^+^) as well as the DN2a and DN2b (Lin^−^Kit^+^CD25^+^CD44^+^) pools (Fig. 3b, Supplementary Fig. S1a). Further analysis of the spleen to assess peripheral populations indicated decreased splenocytes as well as decreased populations of CD8, CD4 T cells and B cells (Fig. 4a–c). These data suggest that the early HSC loss resulted in decreased cell populations that were maintained throughout development and in movement to the periphery.

**Figure 3:**
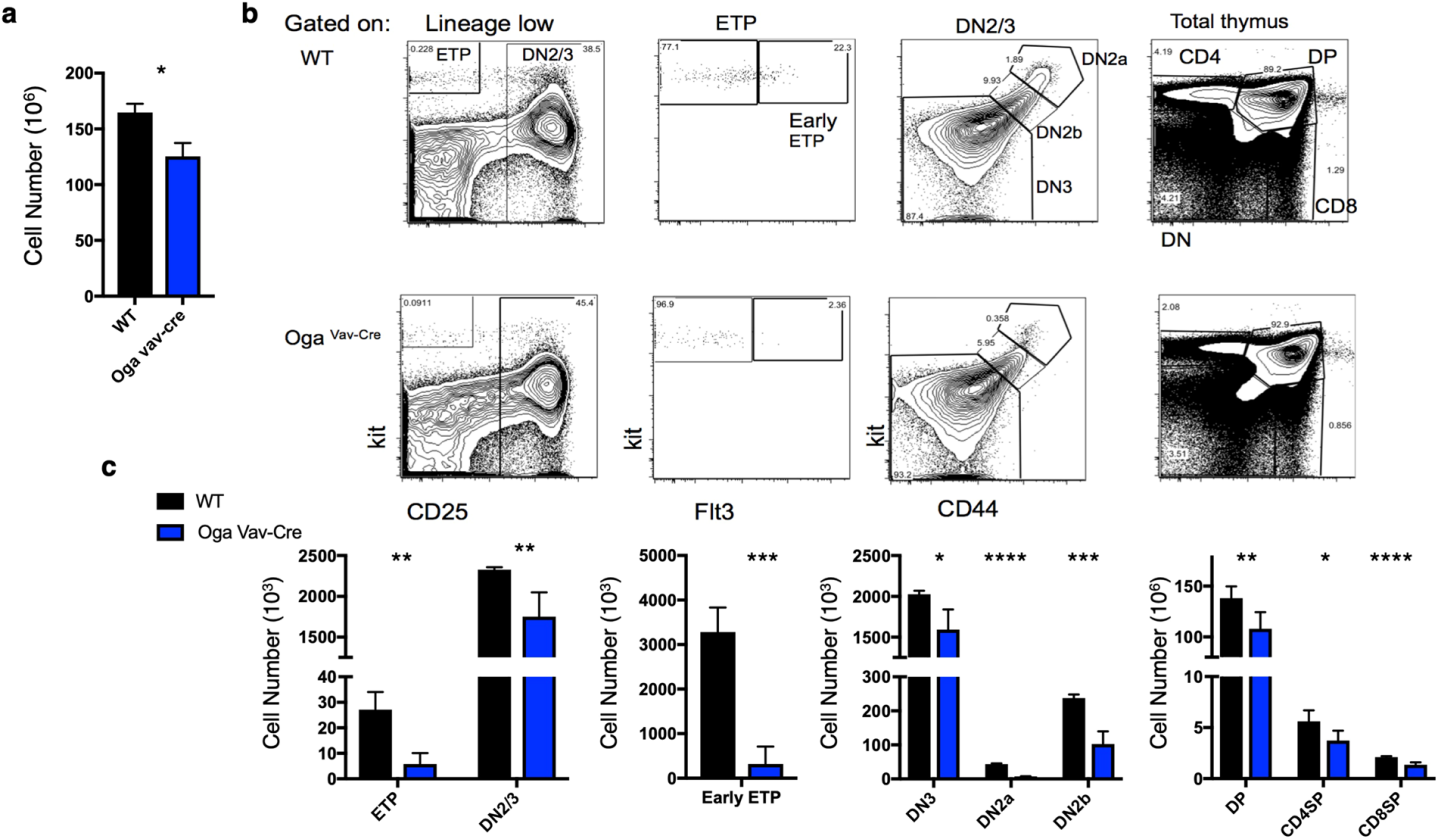
Decreased thymocytes in *Oga*^*Vav*-*Cre*^ mice. (**a**) Quantitation of total number of thymocytes from the indicated genotype. (**b**) Representative flow cytometric analysis, with boxes depicting gating of thymus cells including early thymic progenitors (ETP, Kit^+^CD25^−^) DN2/3 (CD25^+^), Early ETPs (Kit^+^CD25^−^Flt3^+^), DN2a (CD25^+^Kit^+^CD44^+^), DN2b (CD25^+^Kit^int^CD44^+^), DN3 (CD25^+^Kit^−^CD44^−^) and analysis of double positive (DP) CD8+ and CD4+ T cells. (**c**) Graphs depicting the absolute numbers of the indicated cell populations for the indicated genotype. Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 4–6, error bars represent standard deviation, *p < 0.05, **p < 0.01, ***P < 0.001, ****P < 0.0001 as determined by t-test.

**Figure 4:**
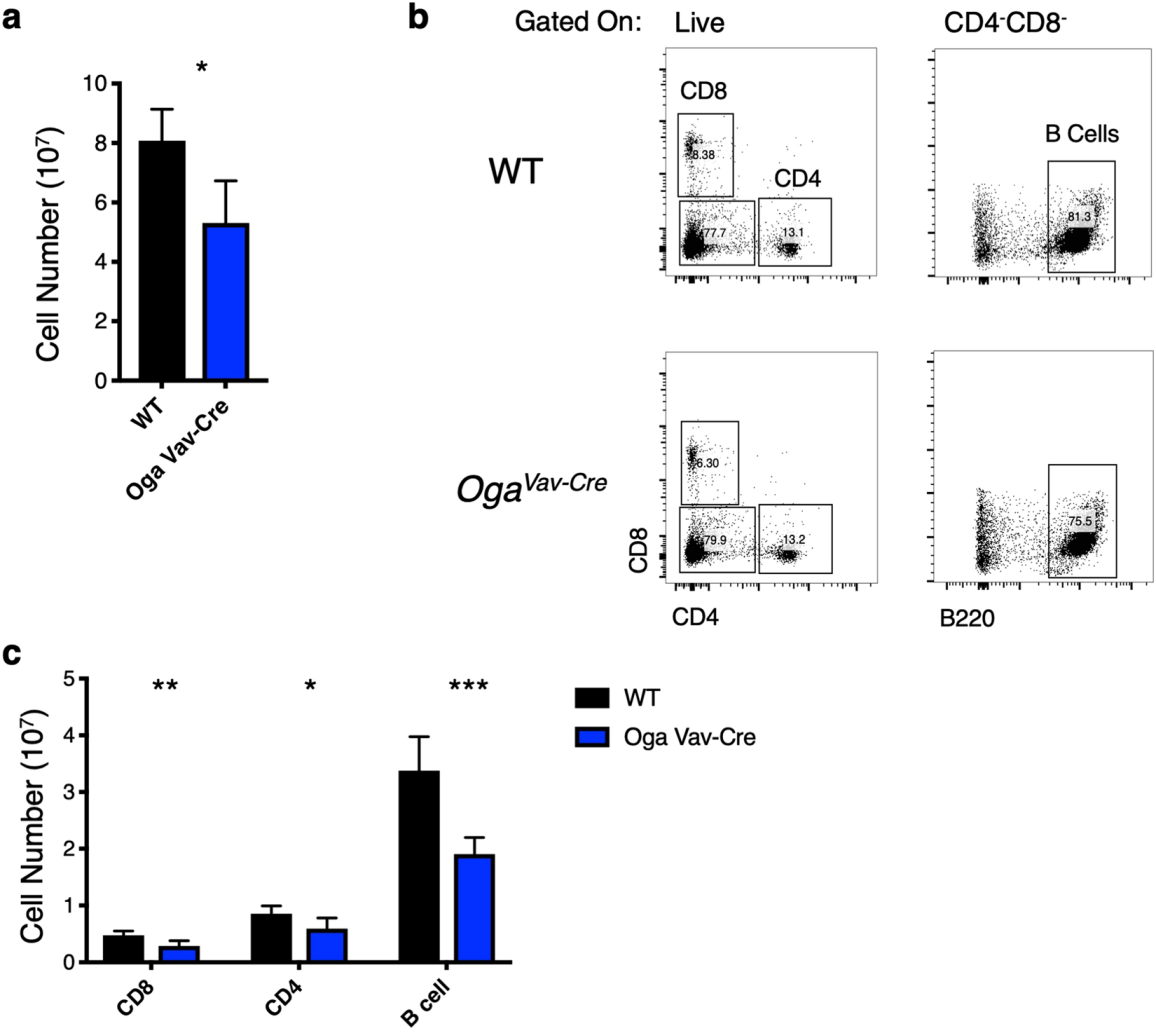
Reduced peripheral lymphoid populations in *Oga*^*Vav*-*Cre*^ mice. (**a**) Quantitation of total number of splenocytes from the indicated genotype. (**b**) Representative flow cytometric analysis of CD8^+^, CD4^+^ T cells, and B cell (CD4^−^CD8^−^B220^+^) populations from mouse spleen from the indicated genotype. (**c**) Graph depicting the absolute numbers of the indicated cell populations for the indicated genotype. Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 6, error bars represent standard deviation, *p < 0.05, **p < 0.01, ***P < 0.001, as determined by t-test.

### Impaired self-renewal and competitive repopulation capacity of Oga^Vav-Cre^ HSCs

Two key characteristics of HSCs is the ability to self-renew and differentiate throughout the lifetime of an organism. Despite substantially reduced numbers of bone marrow HSCs, the surviving HSCs were able to differentiate (Figs 2–4). Accordingly, we observed normal *in*-*vitro* T cell differentiation from LSKs isolated from the *Oga*^*Vav*-*Cre*^ mice (Supplemental Fig. S2). Thus, we next wanted to directly test the impacts of OGA deletion on self-renewal and repopulation capacity. In order to examine the ability of *Oga* deficient HSCs to self-renew, we turned to an *in*-*vitro* colony forming unit (CFU) assay. For this experiment we plated whole bone marrow cells as well as sorted LT-HSCs (CD150^+^ LSK cells) isolated from *Oga*^*Vav*-*Cre*^ and wildtype mice. After 10–14 days of growth in methylcellulose, we found ~20% decrease in the number of colonies from the *Oga*^*Vav*-*Cre*^ derived cells versus the wildtype for both the whole bone marrow and LT-HSCs (Fig. 5a,b). To assess self-renewal, these cells were re-plated in methylcellulose and incubated again to form colonies. After re-plating, there was a greatly diminished ability of the *Oga*^*Vav*-*Cre*^ cells in the colony forming assay as compared to wildtype. Cells derived from whole bone marrow had ~80% decrease in number of colonies formed compared to wildtype and the LT-HSCs had ~50% decrease (Fig. 5a,b). After plating for a third time, the LT-HSCs had ~80% decrease in number of colonies formed as compared to wildtype (Fig. 5b). There were not enough *Oga*^*Vav*-*Cre*^ whole bone marrow cells to allow for a third plating. The decreases in colony numbers were not enriched for a specific cell-type (Supplementary Fig. S3). Therefore, these findings support the conclusion that blocked O-GlcNAc cycling impaired self-renewal ability of HSCs.

**Figure 5:**
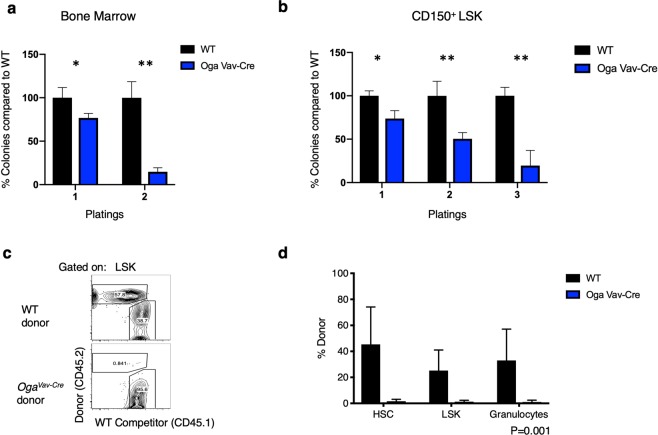
Impaired self-renewal and diminished competitive repopulation capacity of *Oga*^*Vav*-*Cre*^ HSCs. (**a**) 3 × 10^4^ bone marrow cells were plated in methylcellulose from the indicated genotype and colonies were counted 10–14 days after plating. For 2^nd^ plating, 1 × 10^4^ cells were plated with colonies counted at 10–14 days after re-plating. Number of wildtype colonies were set to 100% and number of mutant colonies were graphed accordingly. (**b**) Bone marrow cells from the indicated genotype were sorted to obtain LT-HSCs (Lin^−^Sca1^+^Kit^+^ CD150^+^Flt3^−^). 500 LT-HSCs were plated in methylcellulose and number of colonies were counted at 10–14 in culture. For re-plating, 1 × 10^4^ cells were re-plated and counted 10–14 days in culture. Number of wildtype colonies were set to 100% and number of mutant colonies were graphed accordingly. (**a**,**b**) Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 3, error bars represent standard deviation, *p < 0.05, **p < 0.01 as determined by student’s t-test. (**c**,**d**) CD45.1^+^ mice were irradiated and reconstituted with wildtype (WT) or *Oga*^*Vav*-*cre*^ bone marrow progenitors (CD45.2^+^) mixed with equal numbers of WT CD45.1^+^ bone marrow progenitors. CD45.1 and CD45.2 were used to distinguish between donor and WT competitor-derived cells from bone marrow after 10 weeks of reconstitution by flow cytometry. (**c**) Representative plot showing donor chimerism in the LSK compartment at 10 weeks of reconstitution. (**d**) Donor chimerism in HSC, LSK and one downstream cell lineage (granulocytes). (**c**,**d**) Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 3, error bars represent standard deviation, P = 0.001 as determined by 2-way ANOVA.

In order to directly assess competitive fitness of the *Oga*^*Vav*-*Cre*^ HSCs, we set up competitive bone marrow chimera mice. Here, we assessed the ability of *Oga*^*Vav*-*Cre*^ cells to engraft and reconstitute the hematopoietic system while in competition with wildtype cells. CD45.1^+^ mice were irradiated and reconstituted with wildtype or *Oga*^*Vav*-*Cre*^ bone marrow progenitor cells (CD45.2^+^) mixed with equal numbers of wildtype CD45.1^+^ bone marrow progenitor cells. CD45.1 and CD45.2 were used to distinguish between donor and wildtype competitor-derived cells by flow cytometry. We first analyzed blood granulocytes 5 weeks after reconstitution. We found that both wildtype as well as heterozygote donor cells were able to effectively compete with wildtype recipient cells, whereas the *Oga*^*Vav*-*Cre*^ did not contribute (Supplementary Fig. S4). Next, we did a more thorough analysis at 10 weeks after reconstitution and found that wildtype donor cells competed effectively with the wildtype recipient cells to reconstitute ~45%, 25% and 33% of the HSC, LSK, and granulocytes (Fig. 5c,d) of the chimeric mice, respectively. However, OGA depleted cells only reconstituted ~1% of the HSC, LSK, and granulocytes in the chimeric mice (Fig. 5c,d). These data suggested severe impairment of repopulation ability resulting from a decline in HSC maintenance in the mutants at both 5 and 10 weeks after the competitive bone marrow chimeras were initiated.

### Increased apoptosis in Oga^Vav-Cre^ bone marrow populations

To better define the underlying causes of the HSC deficiency in the *Oga*^*Vav*-*Cre*^ mice, we assessed proliferation and apoptosis of the mutant LSKs versus wildtype. Both a decrease in proliferation and an increase in proliferation can lead to a loss of HSC populations and diminished competitive repopulation capacity. Whereas a decrease in proliferation gives the wildtype competitors a distinct advantage, a highly proliferative HSC pool causes HSC exhaustion because these cells should be largely quiescent^29^. Alternatively, an increase in apoptosis would also deplete cell populations, impair self-renewal and give a competitive advantage to wildtype cells. To assess these possibilities, we performed cell cycle analysis by DAPI staining on LSK cells isolated from wildtype or *Oga*^*Vav*-*Cre*^ mice and both had similar cell cycle profiles (Fig. 6a, Supplemental Fig. S5a).

**Figure 6:**
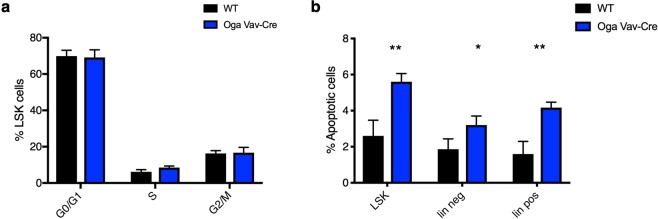
Normal proliferation but increased apoptosis of *Oga*^*Vav*-*Cre*^ bone marrow progenitors. (**a**) Percentage of LSK cells in the indicated cell cycle stage from each genotype was measured by DAPI staining and quantified by flow cytometry. Representative flow cytometric analysis can be found in Supplemental Fig. S3a. (**b**) Apoptosis was determined for the indicated genotypes and cell populations, by Annexin V positive and PI negative staining quantified by flow cytometry analysis. Representative flow cytometric analysis can be found in Supplemental Fig. S3b. Black bars represent wildtype and blue bars represent *Oga*^*Vav*-*Cre*^. N = 3, error bars represent standard deviation, *p < 0.05, **p < 0.01 as determined by t-test.

Next, we analyzed apoptosis in the LSK populations by Annexin V and PI staining. The *Oga*^*Vav*-*Cre*^ cells showed approximately double the number of apoptotic LSK cells as their wildtype counterparts (Fig. 6b, Supplemental Fig. S5b), with an increase in apoptosis from about 2.5% to 5%. To assess if this effect on apoptosis was specific to the stem cell population we also analyzed Annexin V and PI staining in all lineage negative populations as well as the lineage positive population, and found a similar doubling of apoptotic cells, from about 2% to 4%. This increase in apoptosis without any change in proliferation rate likely contributed to the competitive disadvantage of the mutant cells as well as the decrease in cell populations.

### Transcriptional deregulation of genes in Oga^Vav-Cre^ progenitor cells

Our data indicated that hyper-*O*-GlcNAcylation resulted in increased apoptosis, HSC dysfunction and a decline in stem cell maintenance. Both stem cell maintenance and differentiation require tight transcriptional regulation. In fact, *O*-GlcNAc is essential for proper transcriptional control by directly modifying RNA POLII^30–32^, modifying histones^33–36^ and through interactions with epigenetic regulators like PcG^8–11^, TRX^8,12,13^, and TET^37–40^ proteins. Interestingly, microarray analysis of *Oga*^−/−^ mouse embryonic fibroblasts (MEFs) indicated transcriptional deregulation of genes necessary for HSC maintenance including Hif1α, Tal1, Lyl1 and Cdkn1c^16^. Therefore, we hypothesized that in addition to the increased apoptosis, transcriptional deregulation also contributed to HSC dysfunction of *Oga* deficient HSCs. To assess whether there were transcriptional changes in the *Oga* mutants, we performed RNA-Seq on sorted LSK cells derived from the bone marrow of *Oga*^*Vav*-*Cre*^ mice in comparison to wildtype. 

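Each library came from at least 20000 LSK cells of 1 mouse, and all 6 mice were female and 12 weeks old by their labels. The paper gives an age of 4 to 12 weeks for all mice analyzed. The authors enriched poly(A) RNA, sequenced it as single-end reads, aligned the reads to mm9 and counted them per locus with Genomatix. The deposited table holds the raw number of reads at each of 53445 loci in each library, the RPKM made from them, and the authors' fold changes and p-values. Of these loci, 59.9% overlap the span of another, and the paper's text does not say how a read in an overlap was counted. The counts summed to 25190298, 26078093 and 27064389 in OgaVav-Cre replicates 1, 2 and 3, with a median of 26078093, and to 20600489, 19318056 and 21684561 in wildtype replicates 1, 2 and 3, with a median of 20600489. A floor of 3 reads corresponds to between 0.109 and 0.156 CPM.
A small number of loci took a different share of the counts in each library. Ighm, Igkc and Igj together held 9.88% of the counts in OgaVav-Cre replicate 1 (95% Wilson interval 9.87 to 9.90), 4.14% in replicate 2 (4.13 to 4.14) and 1.17% in replicate 3 (1.17 to 1.18). In wildtype replicates 1, 2 and 3 they held 2.05% (2.04 to 2.05), 5.48% (5.47 to 5.49) and 1.36% (1.36 to 1.37). The intervals and the floor cover counting error alone, since the methods describe no molecular identifiers.
The counts were compared between genotypes with edgeR, after loci with few reads were removed by filterByExpr, which left 22032 loci. The quasi-likelihood test used genotype as its single term, and p-values were adjusted by Benjamini and Hochberg's method over all loci tested. A locus was called changed at the paper's cutoffs, an adjusted p below 0.05 and a log2 fold change above 1 or below -1. The biological coefficient of variation was 0.308. The paper's own test, DESeq2's Wald test, was run as an alternative. For a single value, 3 mice against 3 cannot give a p below 0.1 in a two-sided exact permutation test.

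**Figure D2:**
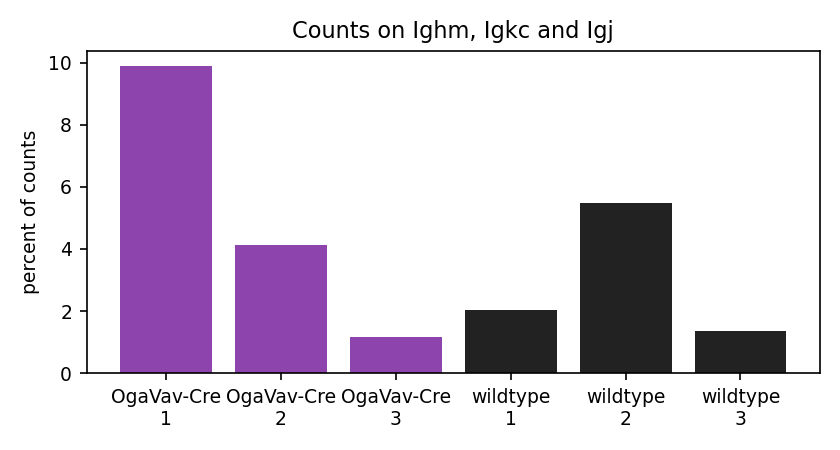
Percent of all counts at Ighm, Igkc and Igj in each of the 3 OgaVav-Cre (purple) and 3 wildtype (black) libraries. The bars run from 1.17% in OgaVav-Cre replicate 3 to 9.88% in OgaVav-Cre replicate 1.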

We identified 41 significantly downregulated and 12 upregulated genes (Fig. 7a,b, Supplemental Table S1). 

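Of the 22032 loci tested with edgeR, 6 were downregulated and 1 was upregulated in OgaVav-Cre LSK cells. The downregulated loci were 4 at the Oga gene (Mgea5, D19Ertd409e, E330018D03Rik and the second Mgea5 locus), Fgf3 and Tdrkh, and the upregulated locus was Slc1a5. At an unadjusted p below 0.05 there were 2346 loci, where 1101.6 are expected by chance. The choice that moved these counts most was the test. DESeq2's Wald test called 82 loci down and 35 up, and 48 down and 18 up with shrunken fold changes. With each library left out in turn, edgeR called from 3 to 6 loci down and from 0 to 3 up. The 0 came without OgaVav-Cre replicate 1, OgaVav-Cre replicate 2 or wildtype replicate 3, beside 1476, 1745 and 1235 loci at an unadjusted p below 0.05, and the 3 up came without OgaVav-Cre replicate 3 or wildtype replicate 2.
Tdrkh, on the plus strand of chromosome 3 from 94217218 to 94238590, had 67, 106 and 102 reads in OgaVav-Cre and 367, 325 and 367 reads in wildtype libraries. Its log2 fold change was -2.18 (standard error 0.201, adjusted p = 0.0223, edgeR). The second Mgea5 locus kept its call in 1 of the 6 fits that left out a library. Tdrkh lost its call in each of them, where its log2 fold change ran from -2.30 to -2.06 and its adjusted p from 0.0514 to 0.163 in edgeR.
All 53 genes of Supplemental Table 1 were among the loci tested, and each changed in the direction the paper gives at an unadjusted p below 0.05. Of these genes, 6 passed both cutoffs with edgeR, and the adjusted p of the others lay between 0.0781 and 0.412. With DESeq2's Wald test all 53 passed both cutoffs. Adjusted over the list alone, 53 had an edgeR p below 0.05. Neither count is independent evidence, because the list was chosen on these libraries. In 52 of the 53 genes every OgaVav-Cre library lay on one side of every wildtype library, against 17.5% of all loci tested and 10% by chance. For 8 of them every OgaVav-Cre library was at or under the floor of 3 reads, so that only a lower limit of their fold change can be given.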

Bioinformatic analysis using Genomatix indicated enrichment of pathways involved in HSC function within the deregulated genes. 

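The gene ontology terms were taken from Genomatix and were not computed again. As a separate measure, a list of 29 genes for the transport of glucose and glutamine was written from general knowledge, with Slc2a1, Slc5a9, Slc1a5 and Clip3 among its members. In LSK cells 22 of its genes were expressed enough to be tested, and 13 of them were higher and the others lower in OgaVav-Cre than in wildtype libraries. The median log2 fold change was 0.025, with an adjusted p of 0.808 from camera on the edgeR fit, adjusted over 8 lists. With the correlation between genes estimated from the libraries the adjusted p was 0.889, and with fry it was 0.925. The median and these tests measure a shift of the whole list up or down. Opposite changes, such as Slc1a5 up and Clip3 down, cancel in them. They therefore do not test the paper's GO terms, which describe enrichment among genes changed in either direction. The sign of the median depended on the scaling, since it was -0.0495 with RPKM and a pseudocount of 0.1. Slc1a5 was the one gene of the list past both cutoffs with edgeR. Slc2a1, on the plus strand of chromosome 4 from 118781316 to 118809935, had a log2 fold change of 0.049 (standard error 0.209, adjusted p = 0.947, edgeR).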

Interestingly, 3 out of the 10 most significantly deregulated gene ontology (GO) terms (Fig. 7c) had to do with nutrient uptake and signaling (glucose transport, glycoprotein transport and glutamine transport). HSCs rely significantly on glycolysis and glutaminolysis for their energy needs and changes in glucose and glutamine uptake could have consequences on metabolic regulation. Further, the most significantly upregulated (*Slc1a5*) and downregulated (*Fgf3*) genes (Fig. 7b,d, Supplemental Fig. S6) have defined roles in self-renewal and lineage specification of adult stem cells^41,42^. Thus, these data suggested that *O*-GlcNAc cycling contributes to transcriptional networks regulating signaling and nutrient uptake in hematopoietic stem cells.

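Slc1a5 lies on the plus strand of chromosome 7 from 17366695 to 17383623 (mm9). It had 2162, 3004 and 2481 reads in OgaVav-Cre and 662, 569 and 943 reads in wildtype libraries, or 101.8 ± 15.1 CPM (SD, n = 3) and 33.5 ± 5.61 CPM (SD, n = 3). Its log2 fold change was 1.603 (standard error 0.167, adjusted p = 0.0466 from edgeR's quasi-likelihood test), and every OgaVav-Cre library was above every wildtype library. With a library left out the log2 fold change ran from 1.48 to 1.75, and the adjusted p of edgeR stayed below 0.05 in 1 of the 6 fits, the one without OgaVav-Cre replicate 3. With DESeq2's Wald test the adjusted p was 7.85e-13. LOC100503076 lies on the opposite strand inside Slc1a5, from 17381286 to 17383011, so reads there can belong to either locus. Its log2 fold change was 1.80 (standard error 0.333, adjusted p = 0.272, edgeR).
Fgf3 lies on the plus strand of chromosome 7 from 152023988 to 152030341. It had 0, 0 and 1 reads in OgaVav-Cre and 153, 78 and 182 reads in wildtype libraries, where its level was 6.30 ± 1.97 CPM (SD, n = 3). In OgaVav-Cre cells it was at or under the floor in each library, at least 52.4-fold lower than in wildtype cells (adjusted p = 0.0129, edgeR). The adjusted p of edgeR stayed below 0.05 in 2 of the 6 fits with a library left out, where it ran from 0.0219 to 0.125. Outside the loci at Oga, Fgf3 had the smallest p of all loci tested, Tdrkh the next and Slc1a5 the third smallest. From the GO terms on nutrient uptake and the known roles of both genes in stem cells, the paper proposes that networks for signaling and nutrient uptake in HSCs depend in part on O-GlcNAc cycling.

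**Figure D3:**
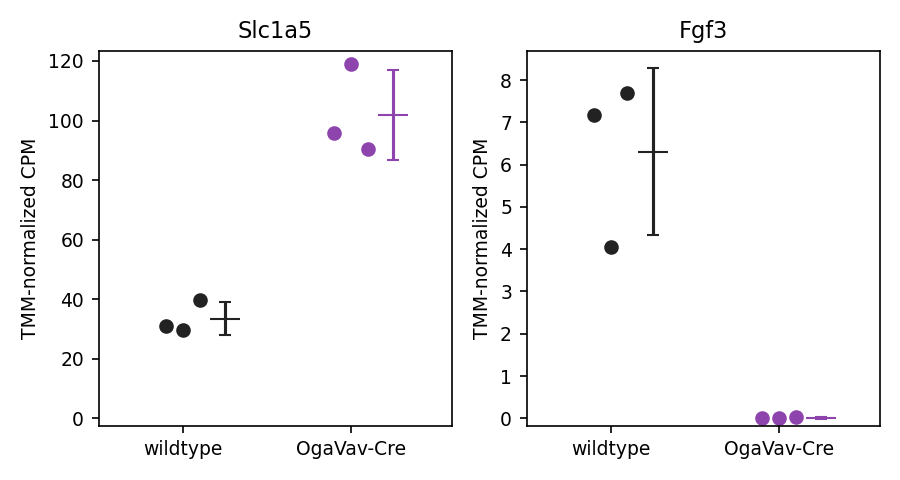
TMM-normalized CPM of Slc1a5 (left) and Fgf3 (right) in each wildtype (black, n = 3) and OgaVav-Cre (purple, n = 3) library, with the mean and SD of each group beside the points. Slc1a5 has a mean of 33.5 CPM in wildtype and 101.8 CPM in OgaVav-Cre cells, and Fgf3 has 6.30 CPM in wildtype cells and lies at or under the floor of 3 reads in OgaVav-Cre cells.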

**Figure 7:**
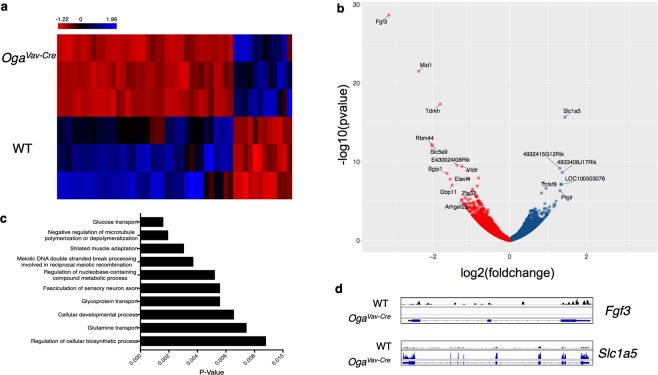
Transcriptional deregulation of genes involved in stem cell function. RNA-Seq was performed on sorted LSK cells from 3 *Oga*^*Vav*-*Cre*^ and 3 wildtype mice. Genomatix analysis called 41 significantly downregulated and 12 significantly upregulated genes represented as a heatmap (using RPKMs) (**a**) and volcano plot (**b**). (**b**) *Oga* was excluded from volcano plot for scale, genes with a log2(foldchange) ± >1.25 and p < 0.005 are labelled. (**c**) Top 10 enriched gene ontology terms (GO) among the deregulated genes as determined by Genomatix. (**d**) Representative IGV view of the most significantly down regulated (*Fgf3*) and upregulated (*Slc1a5*) genes.

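Several of the genes in the heatmap and volcano plot share sequence with one another. Gm15247 lies on the minus strand inside Mid1, LOC100503076 lies inside Slc1a5, and D19Ertd409e and E330018D03Rik lie inside Oga. Mid1, on the plus strand of chromosome X from 166123129 to 166428730, had 2.74 ± 1.07 CPM (SD, n = 3) in OgaVav-Cre and 25.3 ± 8.44 CPM (SD, n = 3) in wildtype cells. Its log2 fold change was -3.20 (standard error 0.365, adjusted p = 0.0781, edgeR). Rbm44, on the plus strand of chromosome 1 from 93041666 to 93067372, had no reads in any OgaVav-Cre library and 55, 51 and 49 reads in wildtype libraries, a level at least 20.2-fold lower (adjusted p = 0.0802, edgeR). Vldlr, on the plus strand of chromosome 19 from 27290974 to 27328721, had a log2 fold change of -1.47 (standard error 0.222, adjusted p = 0.210, edgeR). Mid1, Rbm44 and Vldlr passed both cutoffs when no filter was set on low counts. On the RPKM scale that the heatmap uses, limma-trend called 5 loci down and 0 up with a pseudocount of 0.1, beside 2376 loci at an unadjusted p below 0.05. Mrc2 was the one gene of the heatmap whose OgaVav-Cre and wildtype libraries overlapped, with 43, 24 and 31 reads against 141, 33 and 165.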

## Discussion

Stem cells are characterized by their unique metabolic profiles and transcriptional networks. Their reliance on glycolysis allows for the production of metabolic intermediates that provide the building blocks for growth, and contributes to survival in a hypoxic environment. Tight transcriptional regulation enforces the pluripotency state of stem cells and permits controlled fate specification. At the nexus of these processes is *O*-GlcNAcylation, which integrates metabolism with cell physiology. Physiologically, the regulation of *O*-GlcNAc cycling is quite complex. Levels of *O*-GlcNAc are regulated in a number of ways including; (1) feedback inhibition of UDP-GlcNAc levels^43^, (2) microRNAs^44–46^, (3) a unique intron mechanism which limits the levels of OGT produced^47^ and (4) varying levels and activities of OGA. This last mechanism involving the regulated expression of *O*-GlcNAcase is certain to play a pivotal role in regulating the physiological levels of *O*-GlcNAc. Here, we focused on deleting *Oga* to assess the impact of *O*-GlcNAc cycling on HSC homeostasis and early T cell development.

Our lab, and others, have shown that OGA is essential for normal differentiation of mouse embryonic stem cells^6,7^. The *Oga* gene is located in the highly evolutionarily conserved *Lbx1*/*Ladybird* NK cluster. The *Lbx* genes have essential roles in development, including key functions in neural and mesodermal specification^48^. Despite having a clear role in embryonic stem cell biology, it’s *in vivo* role in adult stem cells had not previously been investigated. Because knocking out *Ogt* or *Oga* in the mouse is lethal^5,15,16^, we analyzed a tissue-specific deletion of *Oga*. This was done by crossing the *Oga*^fl/fl^ mice with Vav-iCre mice to conditionally delete *Oga* in HSCs. Thus, while OGT could properly modify proteins, this modification could not be removed in the hematopoietic lineage of these mutant mice. HSCs differentiate towards increasingly specified progenitors, with distinct cell surface markers that allowed for quantitation by flow cytometry. We found that *Oga*^*Vav*-*Cre*^ mice had a substantially decreased HSC population as well as diminished numbers of intermediate progenitors. *In*-*vitro* CFU assays  indicated that the *Oga* deficient HSCs had impaired self-renewal compared to wildtype. Further, when put in competition with wildtype HSCs, the mutant HSCs were unable to contribute to repopulation of an irradiated mouse. Together these data suggested that OGA was required for normal HSC function and that elevated *O*-GlcNAc had consequences on HSC maintenance, fitness and competitive repopulation capacity.

*O*-GlcNAc is required in stem cells to maintain the pluripotency transcriptional network, and has been proposed to be an essential component regulating stem cell self-renewal by modifying transcription factors like OCT4, cMYC and SOX2^6^. Previous transcriptional analysis of *Oga*^−/−^ MEFs found significant enrichment of deregulated genes associated with immunity and metabolism^16^ suggesting a possible regulatory role for *O*-GlcNAc cycling in the hematopoietic lineage. In fact, a recent report suggested a link between transcriptional regulation via *O*-GlcNAc cycling with *in vitro* erythropoiesis^17^. To further define a possible mechanism for HSC dysfunction, we performed RNA-Seq and qRT-PCR confirmation to uncover deregulated gene expression in LSK cells. Similar to the MEF transcriptional data, we also found a significant enrichment of genes involved in development and nutrient signaling as deregulated. Importantly, the most significantly down regulated and up regulated genes in the OGA depleted LSK cells have defined roles in adult stem cell maintenance and lineage specification. One such gene was *Fgf3*, a canonic member of the fibroblast growth factor family. FGF signaling plays critical roles in adult stem cell self-renewal^41^ and specifying primitive hematopoietic stem cells in the embryo^49,50^. While most FGFs are secreted, FGF3 is both secreted and transported to the nucleus where it plays a role in controlling cell growth^51–53^.

The metabolic state, including glucose and glutamine metabolism, of HSCs is important for both self-renewal and lineage specification and commitment. Our RNA-Seq analysis found deregulation of factors involved in both glucose and glutamine transport. The most highly upregulated gene, *Slc1a5*, is a glutamine transporter required in HSCs for erythyroid specification^42^. Further, two genes involved in glucose consumption, *Clip3*^54^ and *Slc5a9*^55^ were significantly downregulated in the *Oga* mutant LSK cells. 

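Clip3, on the plus strand of chromosome 7 from 31076691 to 31093386, had 19, 17 and 15 reads in OgaVav-Cre and 46, 74 and 69 reads in wildtype libraries. Its level was 0.688 ± 0.148 CPM (SD, n = 3) in OgaVav-Cre and 2.97 ± 0.843 CPM (SD, n = 3) in wildtype LSK cells. Its log2 fold change of -2.11 (standard error 0.376) had an adjusted p of 0.272 with edgeR's quasi-likelihood test and 0.00682 with DESeq2's Wald test.
Slc5a9, on the minus strand of chromosome 4 from 111547980 to 111575523, had 0, 1 and 3 reads in OgaVav-Cre and 34, 73 and 117 reads in wildtype libraries. It was at least 28.6-fold lower in OgaVav-Cre cells. Its adjusted p was 0.125 with edgeR and 1.13e-07 with DESeq2's Wald test. For both genes every OgaVav-Cre library was below every wildtype library, and edgeR's adjusted p stayed above 0.05 in each of the 6 fits that left out a library.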

HSCs require a distinct metabolic profile for self-renewal and differentiation. Our study suggests that interference with *O*-GlcNAc cycling disturbed the transcriptional network regulating nutrient uptake in the LSK cells.

Interestingly, glutamine enters the HBP and increased glutamine uptake could increase *O*-GlcNAcylation. Thus, upregulation of *Slc1a5* expression in the LSK cells suggests a positive feedback loop whereby increased *O*-GlcNAcylation results in upregulation of glutamine transporters and possibly increasing flux through the HBP. Other studies have also described an *O*-GlcNAc dependent positive feedback loop for metabolites entering the HBP. For example, *O*-GlcNAcylation of cMYC in T cells increased *Glut1* expression in mouse T cells. With increased *Glut1* there was increased glucose uptake, ultimately contributing towards *O*-GlcNAcylation of cMYC^18^.

Aside from transcription factors and epigenetic regulators known to be *O*-GlcNAc modified that are involved in HSC regulation, analysis of about 150 mouse mutants with HSC phenotypes has highlighted the role of specific pathways involved in HSC homeostasis^29^. Interestingly, *O*-GlcNAc cycling is intimately involved in these pathways which include cell cycle^56^, TGF-β^57,58^, PTEN/AKT^59^, and WNT^60,61^ signaling pathways. Thus it was likely that blocked *O*-GlcNAc cycling influenced these pathways contributing to increased apoptosis and disruption of HSC homeostasis. Unfortunately, due to limited material of these very early cell populations, further biochemical characterization was difficult.

Analysis of the thymus revealed that early thymocytes were particularly sensitive to OGA deletion. The ETP and DN2 populations were the only populations analyzed that also had significant decreases in frequency in the mutant mice. This suggested that although the primary defect in these mice was in HSC maintenance, there was a secondary defect in the earliest stages of thymocyte development. Dynamic changes in *O*-GlcNAc had been demonstrated in early thymocyte development, with OGT being identified as a critical factor in these cells^15,18^. Here, we have identified removal of *O*-GlcNAc as an important component of early thymic development. Thus, we conclude that both the addition and the cycling of *O*-GlcNAc support normal T cell development.

Our data highlights the role dynamic *O*-GlcNAc cycling plays in HSC maintenance. We note that both the inability to compete in a bone marrow chimera assay and the greatly diminished numbers of early ETPs might suggest impaired homing could have contributed to the mutant phenotypes. Proper homing requires an exquisite interplay between chemokines, chemokine receptors, intracellular signaling, adhesion molecules and proteases. In fact, key cell adhesion molecules involved in homing, vascular cell adhesion molecule 1 (VCAM-1) and intracellular adhesion molecule (ICAM-1), have been previously reported to be indirectly regulated by *O*-GlcNAc through modification of transcription factors like NFκB^62^, SP1^63^ and TNFα^64^. In-depth analysis of our RNA-seq data from mutant LSKs revealed a small but significant increase in basal cell adhesion molecule (BCAM) (Supplemental Table 1). However, BCAM does not have a known role in homing, and bioinformatic analysis did not reveal cell adhesion as an enriched pathway. 

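Bcam, on the minus strand of chromosome 7 from 20341480 to 20356365, had 197, 366 and 97 reads in OgaVav-Cre and 57, 53 and 76 reads in wildtype libraries. This was 8.92 ± 5.47 CPM (SD, n = 3) in OgaVav-Cre and 2.88 ± 0.294 CPM (SD, n = 3) in wildtype LSK cells, and each OgaVav-Cre library was above each wildtype library. The log2 fold change was 1.63 (standard error 0.472), with an adjusted p of 0.412 from edgeR and 0.0265 from DESeq2's Wald test. It ranged from 1.09 to 2.01 when each library was left out in turn, and edgeR's adjusted p was above 0.05 in all 6 of these fits.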

Further, as described above, altering *O*-GlcNAc cycling and transcription of nutrient transporters could alter flux through the HBP which has the potential to impact extracellular N-linked glycosylation. In fact, glycosylation of cell surface molecules is required for normal homing^65,66^. Thus, the interplay between intracellular and extracellular glycosylation, while quite interesting, will require further research.

Together, these experiments suggested that the processes of *O*-GlcNAc addition and removal each play a key role in regulating hematopoiesis. Loss of *Oga* in mouse HSCs resulted in an abnormal stem cell population with numbers of hematopoietic progenitors and further differentiated T and B cells remaining low. Furthermore, *Oga* deficient HSCs had impaired self-renewal, decreased repopulation capacity and an altered transcriptional profile. This is the first report to uncover *O*-GlcNAc cycling as a critical component of adult stem cell maintenance *in vivo* and has important implications for the role of hexosamine signaling in the maintenance of adult stem cell populations giving rise to immune homeostasis.

## Methods

### Mice

The Vav-iCre transgenic mouse^20^ was purchased from Jax (stock number 008610). The hematopoietic specific *Oga* deletion was obtained by breeding the *Oga*^*fl*/*fl*^ described previously^16^ with the Vav-iCre. Genotyping for the floxed allele was confirmed using primer Oga 7F and Oga7R. Presence of Cre was confirmed using primers oIMR9266 and oIMR9267 (see Supplemental Table 2 for primer sequences). All mice were analyzed between 4–12 weeks of age. Both males and females were used in analysis. The animals were maintained according to the animal protocol # K023-LCBB-16 approved by the NIDDK Animal Care and Use Committee, National Institutes of Health.

### Oga assay

OGA assay was performed as described previously^21^ using 30ug of lysates. To control for any background fluorescence of the FDGlcNAc substrate itself, a no lysate control was subtracted from all samples. Fluorescence was measured in 1-s intervals at the excitation wavelength of 485 nm and emission wavelength of 520 nm on a Polarstar Omega (BMG Labtech). All assays were performed in triplicate.

### Western blot

Protein was extracted with T-PER tissue protein extraction reagent (Thermo-Fisher). Lysates were run on a 4–12% Bis-Tris gel and transferred to a nitrocellulose membrane. Membranes were blocked with Odyssey blocking buffer (Odyssey, number 927–40000) for 1 h, incubated with primary antibodies rabbit anti-actin (Abcam) and mouse anti-*O*-GlcNAc (RL2) (Thermo Fisher MA1-072) overnight at 4 °C. Secondary antibodies were Odyssey IR dye-conjugated. Membranes were imaged and band intensities were analyzed with Odyssey imaging equipment.

### Antibodies and flow cytometry

Cell suspensions were counted after ACK lysis using a Nexcelom Cellometer and incubated with a mix of purified rat, mouse and hamster IgG before addition of specific antibodies. Antibodies specific for B220 (RA3-6B3), CD19 (1D3), Mac-1 (M1/70), Gr-1 (8C5), CD11c (N418), Ter119 (TER119), NK1.1 (PK136), CD3ε (2C11), CD4 (GK1.5), CD8α (53-6.72), CD8β (H35-17.2), TCRβ (H57), TCRγδ (GL-3), Kit (2B8), Sca-1 (D7), CD150 (mShad150), CD34 (RAM34), CD16/32 (93), IL-7Rα (A7R34), CD25 (PC61.5), CD44 (IM7), Thy-1.2 (53-2.1), Ly6d were from Thermo Fisher, and anti-Flt3 (A2F10) was from BD. The lineage ‘cocktail’ (Lin) is a mix of the following antibodies: anti- B220, CD19, Mac-1, Gr-1, CD11c, Ter119, NK1.1, CD3ε, CD8α, CD8β, TCRβ and TCRγδ. Live/dead discrimination was performed by staining with DAPI. Annexin V and PI were from Thermo Fisher. Samples were acquired using an LSRFortessa flow cytometer (BD) and analyzed using FlowJo software (Tree Star). All analyses are presented on singlet live cells. Total cell numbers were determined by multiplying total cell count by the frequency of the specific population.

### *In*-*vitro* colony forming assays

Bone marrow was isolated from *Oga*^*Vav*-*Cre*^ and wildtype littermates and after ACK lysis were seeded at a density of 3 × 10^4^ cells/replicate or sorted to obtain CD150^+^LSK cells and seeded at a density of 500 cells/replicate in methocult M3434 (Stemcell Technologies). Colonies propogated in culture were scored at 10–14 days. Cells were resuspended and 1 × 10^4^/replicate were replated.

### Competitive chimera

Bone marrow cells were isolated from OGA deficient mice and littermate controls, lineage-depleted, and injected into lethally irradiated (850 rads) CD45.1 recipient mice with competitor CD45.1 bone marrow cells.

### RNA-Seq

Bone marrow cells collected from 3 *Oga*^*Vav*-*Cre*^ and 3 wildtype female mice were sorted for Lin^−^Sca^+^Kit^+^ cells using a BD FACSAria Fusion Flow cytometer and the following antibodies: Lineage Cocktail FITC (R&D Biosystems), Sca-1(D7)APC (ebiosciences), c-Kit (2B8)PE (ebiosciences), FVD (ebiosciences). At least 2 × 10^4^ cells were collected for each sample. RNA was extracted using RNeasy plus micro kit (Qiagen) following manufacturers protocol. RNA quality was confirmed using Bioanalyzer (Agilent technologies) all RIN scores were >7. RNA libraries were prepped using NEBNext Ultra RNA Library Prep Kit for Illumina and the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). Single-end 50 bp reads were generated by a HiSeq2500 sequencer. Raw reads were aligned to the mouse genome (mm9) and bioinformatic analysis was done using Genomatix. Significance was determined by DESeq2 parametric Wald test^67^. Significant transcripts had an adjusted p-value < 0.05 and log2(fold-change) > 1 or <−1. Visualization was done using Partek Flow (Partek), R (R Core Team) and IGV^68^. RNA-Seq data are available at GEO under accession number GSE116620.

### qRT-PCR

cDNA libraries prepared for RNA-Seq were diluted 1:5. Fast SYBR Green Master Mix (Applied Biosystems) was used for amplification following manufacturers protocol using 2 ul of cDNA and the appropriate primer (Supplemental Table 2) on an 7900HT fast real-time PCR system (Applied Biosystems). Each reaction was performed in technical quadruplicate. 

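The same cDNA libraries give RNA-Seq counts for the reference genes. Rplp0, on the plus strand of chromosome 5 from 116009476 to 116013738, had a log2 fold change between OgaVav-Cre and wildtype libraries of 0.35 (standard error 0.169, adjusted p = 0.503, edgeR). Eef2, on the plus strand of chromosome 10 from 80639376 to 80645254, had a log2 fold change of 0.17 (standard error 0.140, adjusted p = 0.664, edgeR), and Rpl38, on the plus strand of chromosome 11 from 114529838 to 114533645, had one of 0.43 (standard error 0.136, adjusted p = 0.412, edgeR). All 3 genes were therefore on average higher in OgaVav-Cre libraries, without passing the cutoffs. The exact matches of the Rplp0 and Rpl38 reverse primers in mm9 all lie outside these genes. Examples are on chromosome 6, from 125112520 to 125112539 (Rplp0) and from 52296867 to 52296886 (Rpl38). A primer that spans an exon junction has no exact match at its gene in the genome. Transcripts were searched for whole primer pairs only, so these matches do not show whether either primer fits its mRNA.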

Relative gene expression was normalized to the geometric mean of *Rplp0*, *Eef2*, *Rpl38* (Supplemental Table 2). Significance was determined using an unpaired t test. P < 0.05.

### *In vitro* T cell differentiation

OP9, OP9Dl1 and LSKs were cultured in α-MEM media supplemented with 20% FBS, glutamine, penicillin and streptomycin. For T cell–differentiation assays, LSK were cultured on irradiated OP9-Dl1 stromal layers in the presence of IL-7 (1 ng/ml) and Flt3L (5 ng/ml). All cytokines were purchased from PeproTech. Cultures were analyzed 15 days later for the presence of CD45.2^+^ hematopoietic progeny. Thy1-2^+^ CD25^+^ cells were considered as T lineage cells.

### Statistical analysis

Graphpad prism was used for all statistics. A two-tailed paired t test or a two way anova was used to determine significance as indicated in figure legends. P values less than .05 was considered statistically significant.

## Supplementary information

Supplementary Information

## Data Availability

RNA-Seq data are available at GEO under accession number GSE116620.

# Supplementary material for: Blocked O-GlcNAc cycling disrupts mouse hematopoeitic stem cell maintenance and early T cell development
**Source:** Sci Rep. 2019 Aug 29;9:12569. doi: 10.1038/s41598-019-48991-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Blocked O-GlcNAc cycling disrupts mouse hematopoietic stem cell maintenance and  
early T cell development**

Lara K. Abramowitz<sup>1</sup>, Christelle Harly<sup>2,3</sup>, Arundhoti Das<sup>2</sup> Avinash Bhandoola<sup>2</sup>, and John A.  
Hanover<sup>1\*</sup>

Kidney Diseases, National Institute of Health, Bethesda, MD 20892, USA.

## Supplemental Figure Legends:

### Supplemental Figure S1. Reduced frequency of lymphoid progenitors and early

**thymocytes from *Oga*<sup>Vav-Cre</sup> mice.** (a) Graphs quantifying the percent of total cells of each corresponding cell population from the indicated genotype from the flow cytometry analysis of bone marrow. (b) Graphs quantifying the percent of total cells of each corresponding population from the indicated genotype from the flow cytometry analysis of the thymus. (c) Graphs quantifying the percent of total cells of each corresponding population from the indicated genotype from the flow cytometry analysis of the spleen. Black bars represent wildtype and blue bars represent *Oga*<sup>Vav-Cre</sup>. N=4-6, error bars represent standard deviation, \*\*p<.01, \*\*\*P<.001, as determined by t-test.

### Supplemental Figure S2. Normal *in vitro* T cell differentiation of *Oga* mutant cells. Equal

numbers of LSK cells were cultured for 15 days on OP9DI1 to induce T cell differentiation. (a) Representative flow cytometry analysis. (b) quantitation of T cell numbers. Black bars represent wildtype and blue bars represent *Oga*<sup>Vav-Cre</sup>. N=6, error bars represent standard deviation.

### Supplemental Figure S3. Similar proportion of CFU types in CFU-forming assay. Bone

marrow was isolated from wildtype (WT) or *Oga*<sup>Vav-cre</sup> mice, red blood cells were lysed and 3x10<sup>4</sup> cells were plated in methylcellulose. Colonies were scored after incubating for 10-14 days. N=3, error bars represent standard deviation.

### Supplemental Figure S4. Diminished competitive repopulation capacity of *Oga*<sup>Vav-Cre</sup>

**HSCs.** CD45.1<sup>+</sup> mice were irradiated and reconstituted with wildtype (WT), *Oga*<sup>fl/+; Vav-Cre</sup> (Het), or *Oga*<sup>Vav-cre</sup> bone marrow progenitors (CD45.2<sup>+</sup>) mixed with equal numbers of WT CD45.1<sup>+</sup> bone marrow progenitors. CD45.1 and CD45.2 were used to distinguish between donor and WT competitor-derived cells in blood after 5 weeks of reconstitution by flow cytometry. (a)

Representative plot showing donor chimerism in blood granulocytes 5 weeks after reconstitution. (b) quantitation of donor chimerism in blood granulocytes. Black bars represent wildtype, purple bars represent hets, blue bars represent *Oga*<sup>Vav-Cre</sup>. N=3, error bars represent standard deviation.

**Supplemental Figure S5. Increased apoptosis of *Oga*<sup>Vav-Cre</sup> bone marrow.** Representative flow cytometry analysis to analyze cell cycle (a) and apoptosis (b) gated on LSK cells.

**Supplemental Figure S6. Deregulation of genes in *Oga*<sup>Vav-Cre</sup> LSK cells.** (a) Representative IGV view of *Oga* to confirm loss of *Oga* transcripts in the mutant mice. (b-c) qRT-PCR confirmation of (b) increased *Slc1a5* and (c) decreased *Fgf3* expression in *Oga*<sup>Vav-Cre</sup> LSK cells. Expression was normalized using the geometric mean of *Aarbpo*, *Eef2* and *Rpl38*. Black bars represent wildtype and blue bars represent *Oga*<sup>Vav-Cre</sup>. N=3, error bars represent standard deviation, \*p<0.05 as determined by t test.

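The primer pairs of Supplemental Table 2 were matched to mm9 and to its annotated transcripts. The Slc1a5 pair matches chromosome 7 once, from 17383017 to 17383237, and gives a product of 221 bp in the last exon of Slc1a5, next to the end of LOC100503076 on the opposite strand. The Fgf3 pair matches chromosome 7 from 152028834 to 152029016 and gives a product of 183 bp in the last exon of Fgf3. Both products therefore lie within 1 exon and have the same length in genomic DNA. The cDNA measured by qRT-PCR was a dilution of the libraries that were sequenced, so the qRT-PCR and the RNA-Seq values come from the same RNA of the same mice. The methods name Rplp0 where the legend names Aarbpo as a reference gene.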

**Supplemental Figure S7. Full length blots from figure 2.** O-GlcNAc was assessed by Western blot using lysates from liver and bone marrow of WT and *Oga*<sup>Vav-Cre</sup> (Vav-Cre) mice using RL2 for O-GlcNAc and  $\beta$ -Actin as loading control. Full length blots that were cut at 55kDa to allow for simultaneous quantitation of O-GlcNAc and  $\beta$ -Actin. Lanes used in figure 2 are indicated with the appropriate genotype and tissues the lysates were derived from.

**a**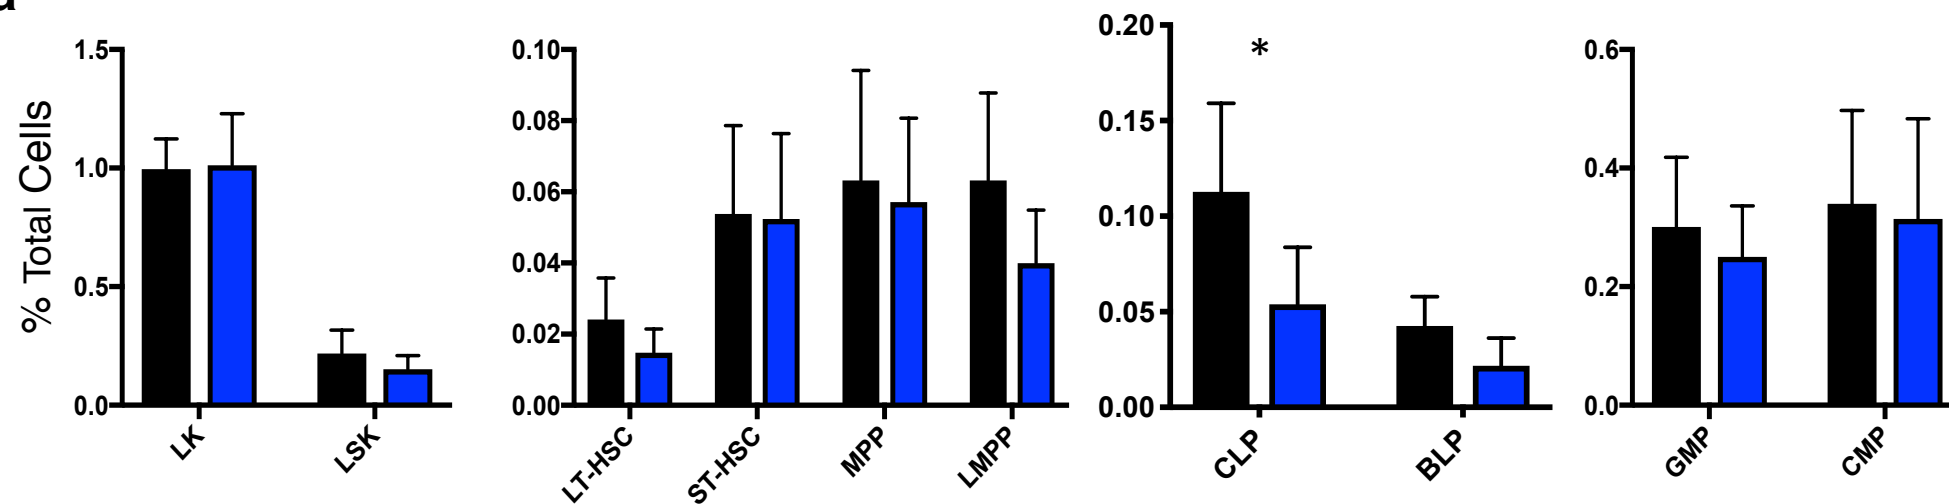**b**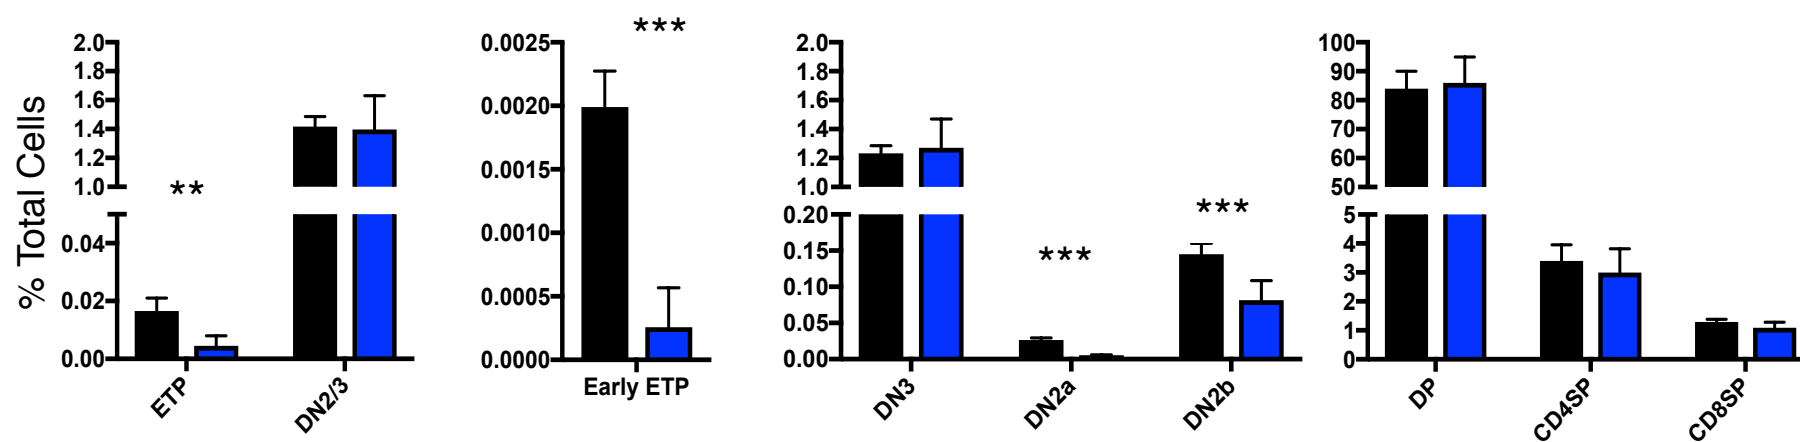**c**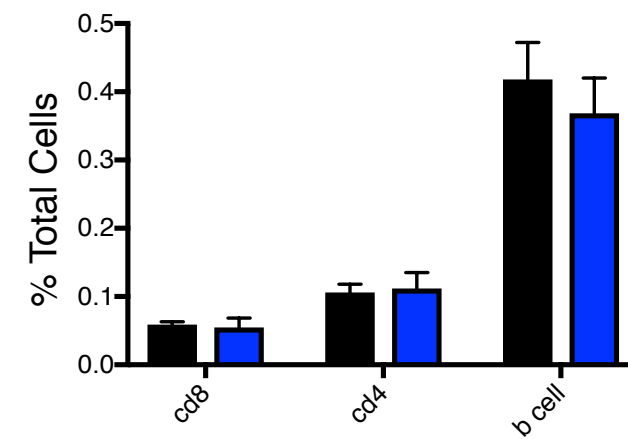

**a**

Gated on: CD45<sup>+</sup>

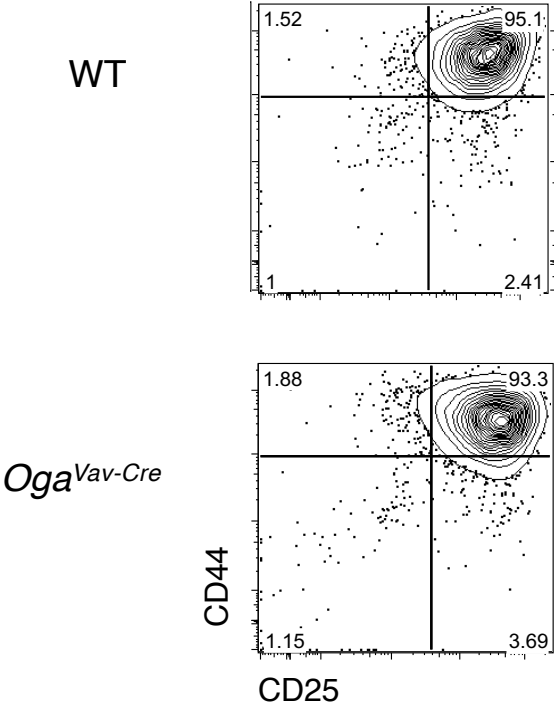

**b**

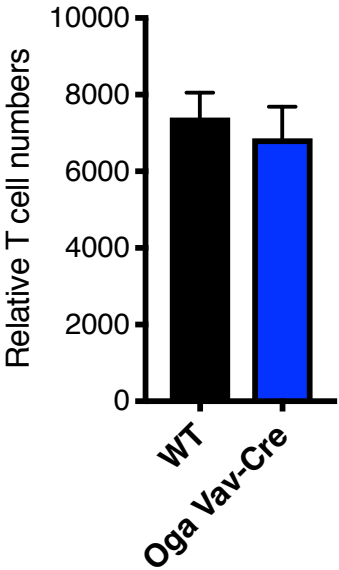

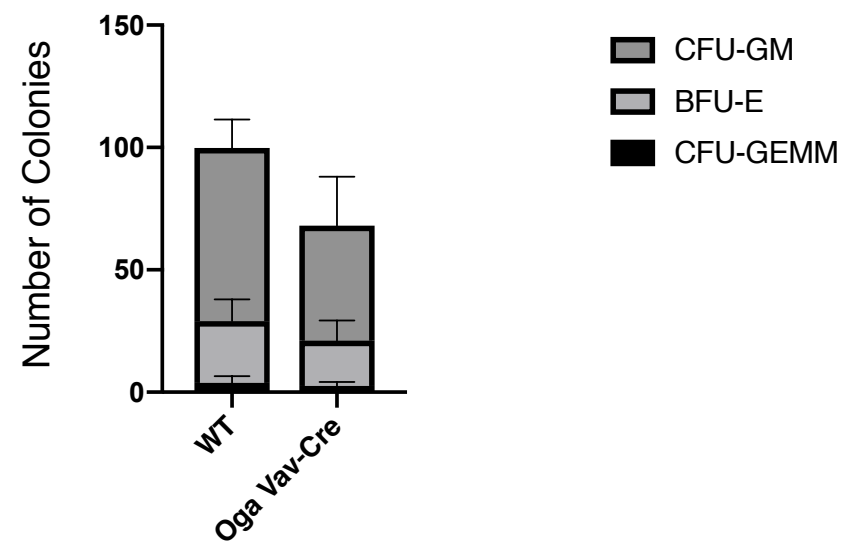

**a**

Gated on: Granulocytes

WT  
donor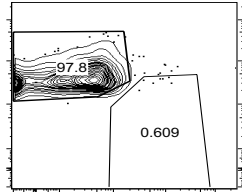Het  
donor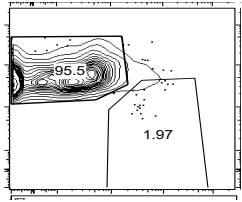*Oga*<sup>Vav-Cre</sup>  
donor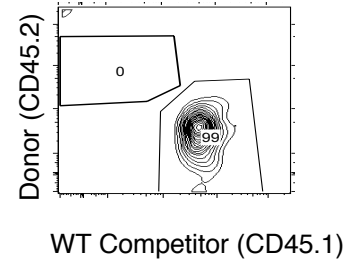**b**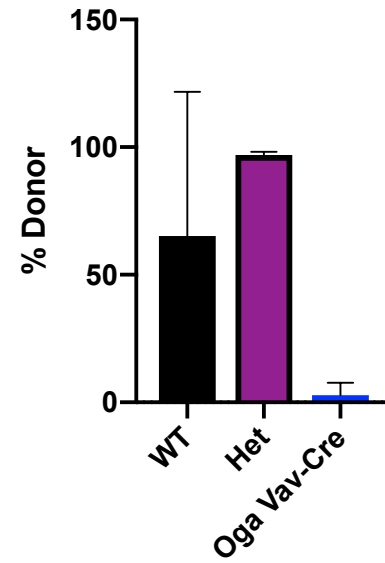

**a**

Gated on: LSK

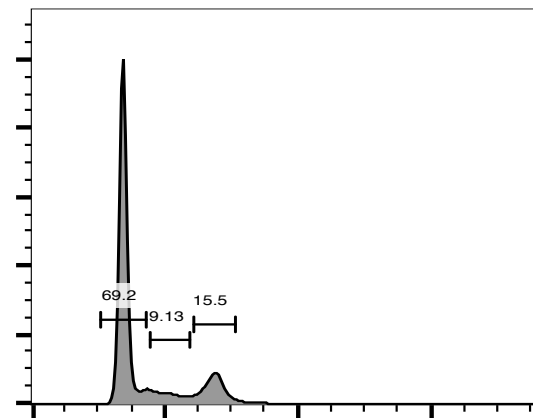*Oga<sup>Vav-cre</sup>*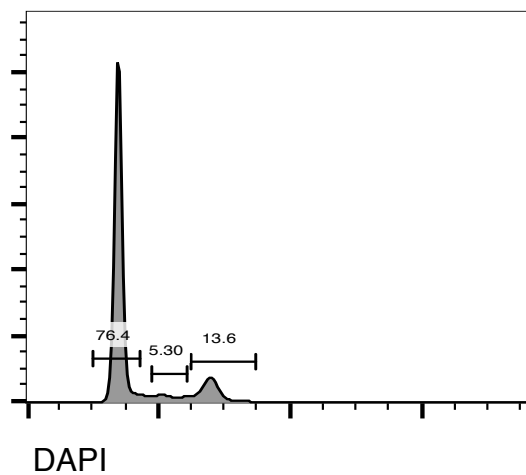**b**

Gated on: LSK

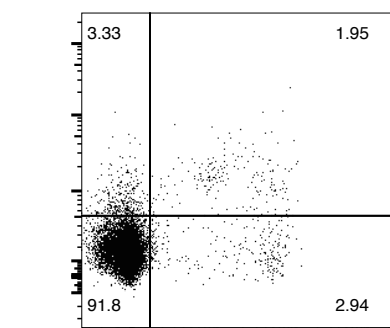Lin<sup>-</sup>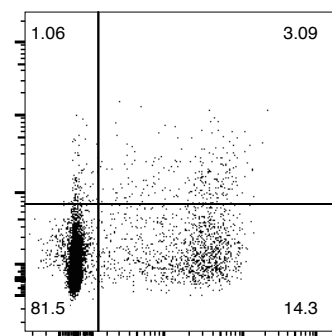Lin<sup>+</sup>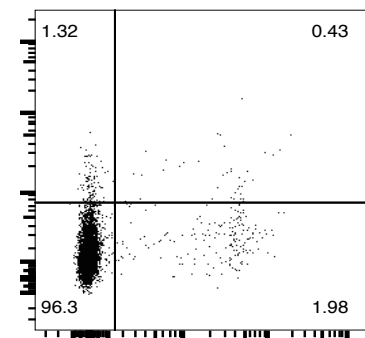

Annexin V

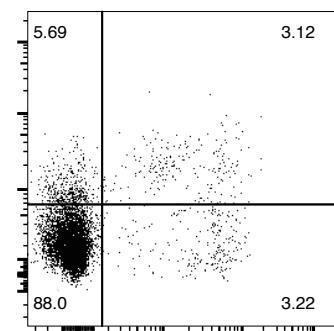

PI

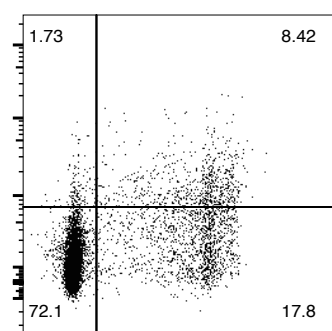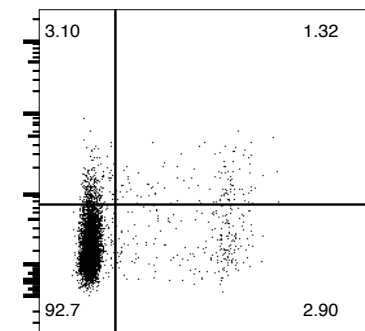

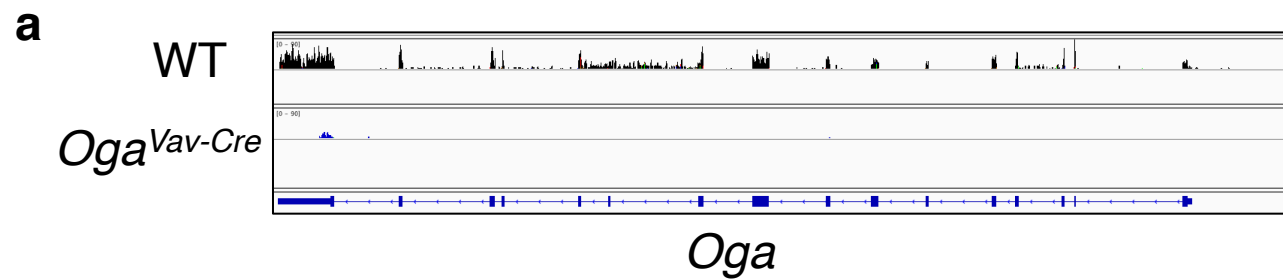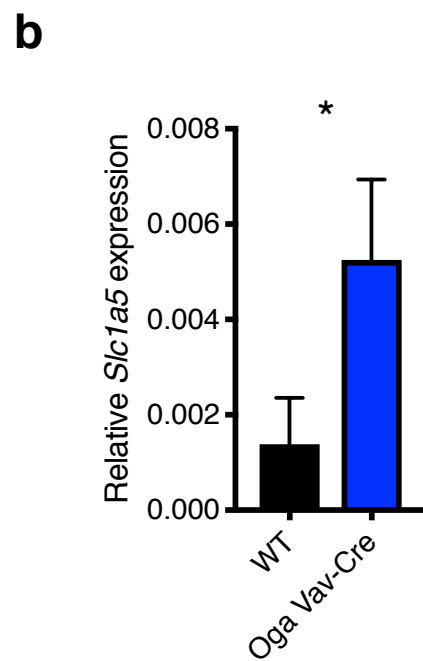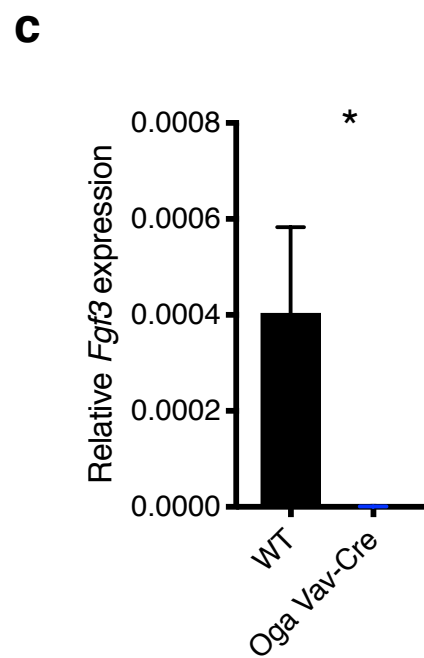

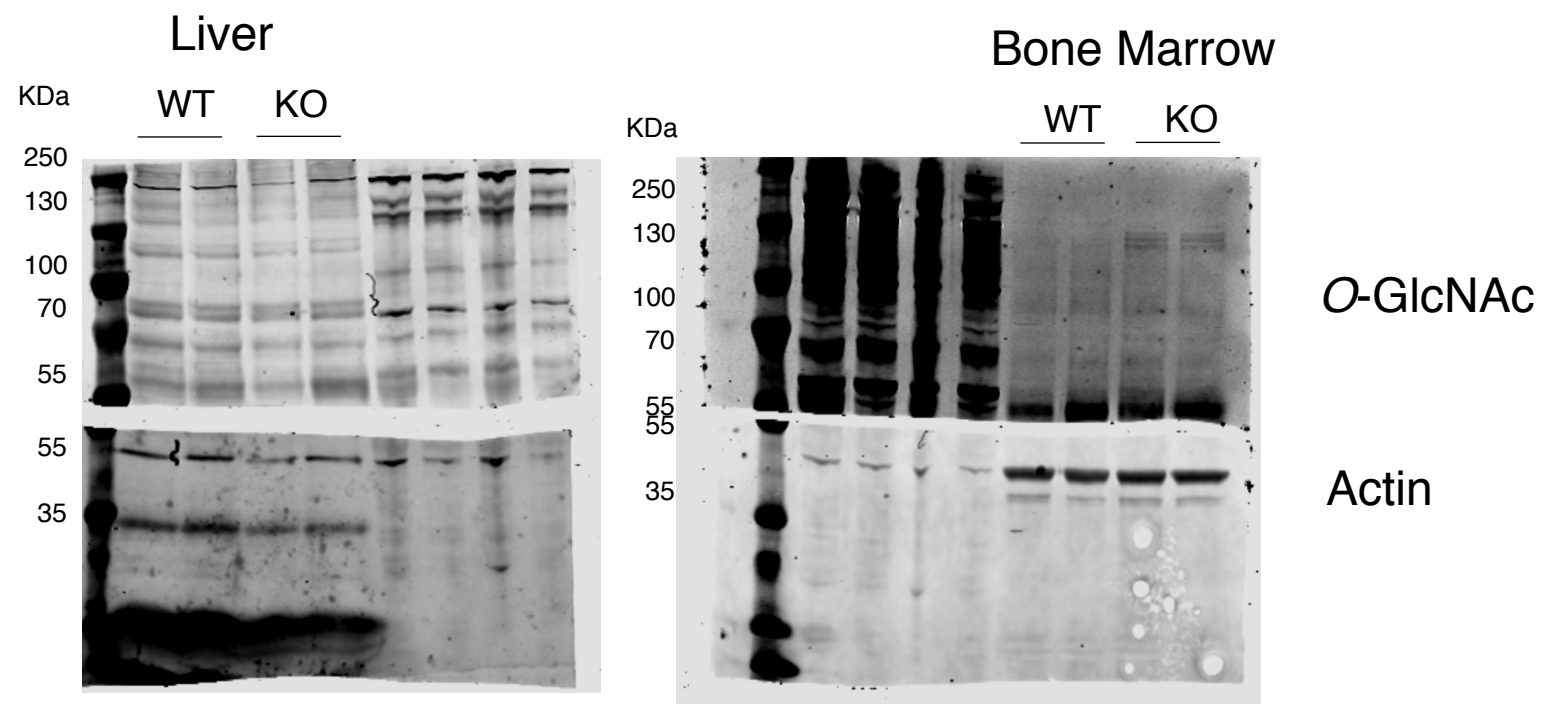

**Supplemental Table 1. Deregulated genes in Oga deficient LSK cells.**

**Supplemental Table 2. Primer sequences.**

| Primer name | Sequence (5'-3')          |
|-------------|---------------------------|
| Slc1a5 F    | cccctcctgaaacagtacca      |
| Slc1a5 R    | agcctctccaggaaggagac      |
| Fgf3F       | ttgtctaccagggccactc       |
| Fgf3R       | aaggcatgcaagttcttgg       |
| Eef2F       | aggccgcatgggtattaag       |
| Eef2R       | aaggcatagaagcggcctt       |
| Rpl38F      | gaggatcgctgtgcgga         |
| Rpl38R      | tgacagacttggcatccttc      |
| Rplp0F      | atcactgccaccagaaacac      |
| Rplp0R      | atccacgacggacacattgg      |
| Oga7F       | ccccccggagaagataa         |
| Oga7R       | caccgcctcctcctccgacaaatc  |
| olMR9266    | agatgccaggacatcaggaacctg  |
| olMR9267    | atcagccacaccagacacagagatc |

How the deposited data were processed for this re-analysis (not part of the article)

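Poly(A) RNA-Seq of LSK cells sorted from the bone marrow of female mice, 3 OgaVav-Cre and 3 wildtype, was analyzed. The genotype and replicate number of each library were taken from its label, and 1 library stands for 1 mouse. The authors sequenced single-end reads of 50 bp, aligned them to mm9 and summarized them per locus with Genomatix. The text gives no version of the aligner, the counting or the annotation. The deposited table holds 4 kinds of values that were used. The first are counts, raw reads per locus and library, checked to be whole numbers. The second are RPKM, made by the authors from these counts, the length of the locus and 1 divisor per library, which is larger than the sum of the counts. The third are the log2 fold changes of OgaVav-Cre over wildtype from the authors' DESeq2 fit. The fourth are p-values, unadjusted and adjusted, from the authors' Wald test. The table's column of Genomatix normalized expression was not used, because its definition is not stated.

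Of 53445 loci, 6419 carry an Ensembl gene number as their name, and 6406 of these were matched to a symbol. Overlapping loci are listed separately and were kept as listed. The library totals and the CPM that a floor of 3 reads corresponds to are given in the results above. The 10 loci with the most reads held 19.1, 12.1 and 9.32% of the counts in OgaVav-Cre replicates 1, 2 and 3 and 9.74, 14.8 and 9.63% in wildtype replicates 1, 2 and 3. Where all libraries of 1 genotype were at or under the floor, the fold change is given as a lower limit against the floor.

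Counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with genotype as the group, glmQLFit and glmQLFTest at their defaults, legacy = TRUE in this version). The standard error given with an edgeR log2 fold change is the size of that change divided by the square root of the F statistic. It was thus derived from the test and is not independent of it. Genes past the adjusted p-value cutoff were also counted without the fold change cutoff. Changed genes were counted on each chromosome and within 10 Mb of Oga against all genes tested, with one-sided Fisher's exact tests. Lists of genes were tested with camera at an inter-gene correlation of 0.01 from limma 3.58.1. In the alternative fits and those without 1 library, cameraPR was used at the same correlation. It takes the test statistics of a fit in place of the counts, so a list can differ from the main result by this alone. The lists were the hexosamine pathway and O-GlcNAc cycling, glucose and glutamine transport, FGF ligands and receptors, p53 targets and apoptosis, cell cycle, LT-HSC, lymphoid-primed MPP and lineage-positive cells. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Primers were matched singly to the mm9 sequence, and as whole pairs to the protein-coding transcripts annotated on it.

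The genes named in the text are those the paper names for the LSK RNA-Seq or lists in Supplemental Table 1, the genes it lists from MEFs, Ogt, Vcam1, Icam1, Myc, Slc2a1, the reference genes of the qRT-PCR, Xist and 4 Y-linked genes as a check of sex, Commd10 (a gene named in the stock of the Vav-iCre line), loci within 50 kb of Oga, the 10 changed genes with the largest change in each direction whose genotypes do not overlap, and up to 3 genes of each list with the smallest p. Other genes named were chosen after their values were seen. This rule, the 8 lists, the tests and the alternatives named next were set before the data were examined.

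The alternatives were DESeq2's size factors in edgeR (RLE), no filter on low counts, at least 10 reads in every library, DESeq2 1.42.0 with its Wald test and fold changes unshrunken or shrunken (betaPrior), limma-voom, the replicate number as a block, each library left out in turn, the authors' RPKM with limma-trend and a pseudocount of 0.1 or 1, glmTreat against a log2 fold change of 0.5, windows of 5 and 20 Mb around Oga, and for the lists camera with estimated correlation and fry. A further 7 were added after seeing the data: a robust dispersion estimate, the Igj level as a covariate, a correction for locus length, the share of counts on immunoglobulin loci as a covariate, the same with a robust dispersion estimate, and the quasi-likelihood fit with legacy = FALSE, alone and with a robust dispersion estimate.

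The tests were checked on simulated data with 200 changed loci. At both cutoffs and a log2 change of 1.5, edgeR recovered 62.5% of them with 9.42% of its calls false, DESeq2's Wald test 79.5% with 27.1% false and 66.5% with 15.3% false with shrunken fold changes, and limma-voom 59% with 8.53% false. At a log2 change of 3 the values were 95% and 5.47% for edgeR, 99% and 24.4% for DESeq2's Wald test, 95.5% and 9.05% for its shrunken form and 94% and 5.53% for limma-voom. In 160 tests of lists without a change, camera gave a p below 0.05 in 7.5% and fry in 9.38%. The smallest camera p among them was 0.000161. Each locus was drawn independently in these simulations, so the genes of a list did not vary together. The shares therefore do not give the error of camera or fry on lists whose genes do. In a further simulation the p53 list alone was given a log2 change of 1. There camera gave an adjusted p of 0.00346 for the unchanged LT-HSC list and 0.0199 for the unchanged lineage-positive list. The other unchanged lists were above 0.05. The gene ontology terms were not recomputed, because they come from Genomatix, and flow cytometry, transplantation and qRT-PCR measurements were not analyzed here. Single results for some genes are not reported here.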

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

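The comparisons of Npm3 and Xist between genotypes were planned, as were those of their alternatives that were set before the data were examined. The check of sex by Y-linked genes was planned too. The other tests in this part were chosen after the pattern they weigh was seen. The genes of the plasma cell and B cell precursor lists were looked at only after the lists were written, but other genes of these cells, which are not on them, had been seen, including Igj, Xbp1, Sdc1, Derl3, Prdm1, Irf4, Tnfrsf17 and Cd79a.

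The share of counts on Ighm, Igkc and Igj differed between libraries of 1 genotype and reached 9.88% in OgaVav-Cre replicate 1, a signal in genes the paper does not discuss. It did not separate the genotypes, as the other libraries held 4.14 and 1.17% (OgaVav-Cre) and 2.05, 5.48 and 1.36% (wildtype). Within each genotype the share was lower in libraries with more counts, so a relation to depth stays open. A list of 18 plasma cell genes rose with the share across the 6 libraries (Pearson's r = 0.937, exact permutation p = 0.00278, 0.00556 after adjustment over the 2 lists tested). The correlation was positive for 18 of the 18 genes, and r was 0.948 without OgaVav-Cre replicates 1 and 3. All 18 genes were above 1 CPM in every library, so LSK cells may express them too. Txndc5, the most abundant, had 1192, 475 and 211 CPM in OgaVav-Cre and 227, 487 and 177 CPM in wildtype libraries. A list of 15 B cell precursor genes went the other way (r = -0.822, exact permutation p = 0.0875; r = -0.934 without OgaVav-Cre replicates 1 and 3), and 1 of its 15 genes, Pou2af1, had a positive correlation. It shares Rag1 and Rag2 with the lymphoid-primed list and Pax5 with the lineage-positive list. The values argue against B cell precursors as the source, and a different amount of plasma cells or their RNA in the sorted cells is a candidate explanation. Reads counted at more than 1 overlapping immunoglobulin locus, and a difference between the mice themselves, were not tested.

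Npm3, which the paper does not discuss, lies 667 bases beyond the 3' end of Oga, on chromosome 19 from 45822224 to 45824081. It was at 64.2 ± 7.38 CPM (SD, n = 3) in OgaVav-Cre and 34.4 ± 4.07 CPM (SD, n = 3) in wildtype libraries, and higher in 3 of 3 OgaVav-Cre libraries than in every wildtype library. The log2 fold change of 0.90 (standard error 0.142) had an unadjusted p of 0.000259 and an adjusted p of 0.210 with edgeR. With DESeq2's Wald test the adjusted p was 0.000656, the range over all alternatives being 0.000597 to 0.942. Adjusted over the 2 genes tested within 50 kb of Oga that do not overlap it, the edgeR p was 0.000519. With each library left out in turn the log2 fold change ran from 0.82 to 1.00. Reads running on from Oga would make Npm3 fall with Oga, and it rose by 0.90. Correction for locus length left a log2 fold change of 0.85, so length is not the whole cause. The next gene on the other side with enough reads to be tested, 9130011E15Rik, changed by 0.29. An effect of the deletion on its neighbour and a strain variant around the targeted allele stay open and were not tested.

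Xist, outside the genes the paper discusses, was at 1601 ± 115 CPM (SD, n = 3) in OgaVav-Cre and 2957 ± 145 CPM (SD, n = 3) in wildtype libraries, and lower in 3 of 3 OgaVav-Cre libraries. The log2 fold change was -0.885 (standard error 0.139, adjusted p = 0.210, edgeR; -0.94 to -0.84 with each library left out in turn). With DESeq2's Wald test the adjusted p was 1.31e-05, and over all alternatives it ran from 1.17e-05 to 0.964. Male cells are argued against by 1 read in all on Ddx3y, Eif2s3y, Kdm5d and Uty in the OgaVav-Cre libraries, beside 25485 reads there on the X-linked Ddx3x. After correction for locus length the log2 fold change was -0.81. The median log2 fold change of the 771 other X-linked loci was 0.0081, at percentile 82.9 of 10000 random autosomal lists matched on expression. A small shift of all X-linked genes therefore cannot be told apart from none. A different mix of cells in the sorted population and an effect of genotype were not tested.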

How the results depend on the processing

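The robust dispersion estimate, both immunoglobulin covariates, the correction for locus length and legacy = FALSE were chosen after seeing the data. Where a change below has no reason beside it, the cause was not tested.

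Of 7 loci past the cutoffs (6 down, 1 up), 7 were shared with edgeR on DESeq2's size factors and with the correction for locus length. With no filter on low counts 17 loci were down, 4 up and 23 past the adjusted p-value alone. With at least 10 reads in every library 4 were down, 0 up and 4 past the adjusted p-value, beside 2172 at an unadjusted p below 0.05; 0 changed genes were on chromosome 7 and 1 within 10 Mb of Oga. This filter itself removes E330018D03Rik and Fgf3, while Slc1a5 was tested and not called. DESeq2's Wald test gave 82 down, 35 up, 191 past the adjusted p-value and 17 changed genes on chromosome 7, and with shrunken fold changes 48, 18, 179 and 10. On simulated data both forms of DESeq2 recovered more changed loci than edgeR with more false calls, the shrunken form by a smaller margin. Limma-voom gave 5 down and 0 up, with 0 on chromosome 7 and 2397 at an unadjusted p below 0.05. With RPKM and a pseudocount of 0.1 there were 5 down, 0 up and 1 on chromosome 7 (2376 at an unadjusted p below 0.05), and with a pseudocount of 1 there were 4 down, 0 up, 4 past the adjusted p-value and 0 on chromosome 7 (2402). glmTreat gave 6 down and 0 up, beside 666 at an unadjusted p below 0.05.

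The Igj level as a covariate gave 15 down, 12 up and 29 past the adjusted p-value, the immunoglobulin share as a covariate 10, 7 and 17, and the latter with a robust dispersion estimate 18, 8 and 28. A robust dispersion estimate alone gave 9 down and 1 up. With legacy = FALSE there were 7 down and 1 up, and with a robust dispersion estimate as well 8 down and 1 up. Across the 6 fits that each left out a library, from 3 to 6 loci were down, from 0 to 3 up, from 3 to 9 past the adjusted p-value and from 0 to 3 on chromosome 7. The 0 came beside at least 1235 loci at an unadjusted p below 0.05, and the 9 came without OgaVav-Cre replicate 3. Fewer libraries lower the power of a fit, but this was not tested as the cause of these counts. Loci at an unadjusted p below 0.05 numbered 3226 without OgaVav-Cre replicate 3 and 3385 without wildtype replicate 1. Both are above the 2346 with all libraries, and the other fits that left out a library were below it.

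Slc1a5 kept its direction under every alternative run for it, with an adjusted p from 5.96e-13 to 0.227. It lost its call with at least 10 reads (log2 fold change 1.596, adjusted p = 0.0564), limma-voom (1.599, 0.0503) and RPKM with a pseudocount of 0.1 (1.52, 0.106) or 1 (1.42, 0.116), and with glmTreat and the replicate block. It also lost its call without each library in turn except OgaVav-Cre replicate 3. Without 1 library its log2 fold change ran from 1.48 to 1.75. Fgf3, with an adjusted p from 1.22e-25 to 0.125, lost its call with limma-voom (-7.74, 0.0566) and RPKM with a pseudocount of 1 (-1.74, 0.0877, where the pseudocount shrinks low values), and without OgaVav-Cre replicate 1 (0.124), OgaVav-Cre replicate 2 (0.0894), wildtype replicate 1 (0.125) or wildtype replicate 3 (0.0859). Without 1 library its fitted value ran from -10.15 to -7.96, which depends on the prior count. The minus-strand Mgea5 locus kept its call under all alternatives run. The second Mgea5 locus lost it with limma-voom (-2.08, 0.0503), the replicate block (-2.09, 0.0783) and without each library in turn except wildtype replicate 3, with an adjusted p from 0.0491 to 0.217 in those 6 fits. Tdrkh lost its call with RPKM and a pseudocount of 0.1 or 1, with the replicate block and without each library in turn.

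The direction of some genes changed. Hif1a was at -0.047 and -0.041 with RPKM and a pseudocount of 0.1 and 1, and Myc at 0.012 with the correction for locus length. Without 1 library Vav1 ran from -0.0020 to 0.19, Hif1a from -0.23 to 0.19, Lyl1 from -0.080 to 0.015, Vcam1 from -2.09 to 0.16, Myc from -0.13 to 0.14 and Slc2a1 from -0.13 to 0.24, each with an adjusted p of 0.270 or more. Counted over most genes discussed singly, and without glmTreat, legacy = FALSE and the immunoglobulin share with a robust dispersion estimate, 543 comparisons kept direction and side of the threshold, 36 passed it under the alternative alone, 32 no longer passed it and 12 changed direction.

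With RPKM and a pseudocount of 0.1 and 1, the median log2 fold change was -0.0495 and -0.0378 for the hexosamine list, -0.0495 and -0.0224 for the transport list, -0.0604 and -0.0376 for the p53 list and -0.0854 and -0.0832 for the lymphoid-primed list, all positive in the reported analysis. The RPKM scale with a pseudocount of 0.1 lowers the median of all loci to -0.065. The Igj level as a covariate gave -0.0105 for transport and -0.0506 for lymphoid-primed, and the immunoglobulin share -0.0526 and -0.0762. Limma-voom gave -0.0216 for lymphoid-primed. With the immunoglobulin share and cameraPR, the lineage-positive list had an adjusted p of 0.0253 (median 0.47).

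The FGF list was no longer past the threshold with at least 10 reads (-0.16, adjusted p = 0.791, Fgf3 being removed by the filter), with camera with estimated correlation (-0.31, 0.485) and with fry (-0.31, 0.112). The cell cycle list was not past it with edgeR on DESeq2's size factors (0.21, adjusted p = 0.119), at least 10 reads (0.19, 0.252), a robust dispersion estimate (0.19, 0.105), the correction for locus length (0.22, 0.0520), camera with estimated correlation (0.19, 0.889) and fry (0.19, 0.925). Apart from camera with estimated correlation and fry, these alternatives used cameraPR in place of camera. For them the effects of the setting and of the change of test cannot be told apart.

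Across the fits that each left out 1 library the medians ran from -0.0606 to 0.0513 for hexosamine, from -0.0761 to 0.0386 for transport, from -0.48 to -0.20 for FGF, from -0.13 to 0.065 for p53, from -0.018 (without wildtype replicate 2) to 0.68 (without wildtype replicate 1) for cell cycle, from -0.39 to 0.018 for LT-HSC, from -0.0662 to 0.20 for lymphoid-primed and from -0.28 (without OgaVav-Cre replicate 3) to 1.04 (without OgaVav-Cre replicate 2) for lineage-positive cells. In these fits, with cameraPR, the FGF list had an adjusted p of 0.102 without OgaVav-Cre replicate 3. Without OgaVav-Cre replicate 2 the LT-HSC list had 0.0114 and the lineage-positive list 0.000121.

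Libraries with the same replicate number had correlations of -0.081, 0.26 and 0.32 after the mean of each genotype was taken out. Pairs of an OgaVav-Cre and a wildtype library with different numbers ran from -0.38 to 0.21. The 0.26 and 0.32 were thus the highest, and pairing by number is not excluded. The numbers were not taken to pair the mice because neither the labels nor the paper say so. With the replicate block 4 loci were down, 2 up and 1 on chromosome 7. Slc1a5 was at 1.61 (adjusted p = 0.116), and the lymphoid-primed median was -0.0171.

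Depth limits what can be said of low genes. E330018D03Rik, Fgf3 and Slc5a9 have no value with at least 10 reads in every library, and where all OgaVav-Cre libraries are under the floor only a lower limit of the change can be given.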

Differences from the paper's values

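The paper gives 41 downregulated and 12 upregulated genes, against 6 and 1 here with edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test with shrunken fold changes came within 1.5 times the paper's counts, with 48 and 18, and no other alternative did so for both. The paper's methods name DESeq2's Wald test. Its unshrunken form gave 82 and 35. In settings chosen after the values were seen, the Igj level as a covariate gave 12 upregulated genes and the immunoglobulin share with a robust dispersion estimate gave 8, with 15 and 18 downregulated. In both settings Slc1a5 and 4933408J17Rik were the only upregulated genes called from Supplemental Table 1. The 12 therefore matches the paper's 12 in number, not in genes.

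The paper's log2 fold changes are on DESeq2's shrunken scale, which was recognized after the values were seen: 52 of the 53 genes of Supplemental Table 1 lie within 0.02 of DESeq2's shrunken fold changes here. On the unshrunken scale all 53 are larger in size here, with a median of 1.94 against 1.158 in the paper. Of these, 34 were counted as differing, by a looser rule than the 0.02. Slamf9 (1.94 against 1.209) and Bcam (1.63 against 1.039), for example, were not among them. A gap is called closed below where a gene was no longer counted as differing. For 4933408J17Rik, Ptgir, Gm5547, Tnni1 and Rasgrf2, the log2 fold change was 1.709, 1.89, 1.90, 2.25 and 1.80 here, 1.37, 1.31, 1.162, 1.15 and 1.03 with DESeq2's shrunken fold changes and 1.369, 1.315, 1.162, 1.147 and 1.034 in the paper. Among downregulated genes, in D19Ertd409e, Mid1, Tdrkh, Sgip1.6, Gbp11, E430024I08Rik and Arhgef25, the log2 fold change was -5.08, -3.20, -2.18, -2.73, -2.75, -1.69 and -2.29 here, -4.47, -2.37, -1.81, -1.63, -1.50, -1.37 and -1.25 with DESeq2's shrunken fold changes and -4.465, -2.371, -1.813, -1.634, -1.5, -1.371 and -1.254 in the paper. Next, in Zfp37, Rnf208, Clip3, 1200009P19Rik, Catsperg1, Zscan18 and Gng7, the log2 fold change was -3.79, -2.31, -2.11, -3.12, -1.89, -1.58 and -2.40 here, -1.25, -1.21, -1.19, -1.17, -1.16, -1.15 and -1.13 with DESeq2's shrunken fold changes and -1.246, -1.211, -1.194, -1.174, -1.158, -1.149 and -1.131 in the paper. Last, for AI414108, Zfp583, Ptpdc1, Zfp354b, Zmynd15 and Gstk1, the log2 fold change was -3.05, -1.73, -1.32, -2.75, -2.73 and -1.45 here, -1.11, -1.10, -1.06, -1.06, -1.03 and -1.001 with DESeq2's shrunken fold changes and -1.112, -1.097, -1.063, -1.056, -1.032 and -1.002 in the paper.

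In E330018D03Rik, Fgf3, Rbm44, Slc5a9, Elavl4, Mlph, Gm15247 and Zfp354a all OgaVav-Cre libraries were at or under the floor of 3 reads, and the limit of the log2 fold change was -7.88, -5.71, -4.34, -4.84, -4.85, -3.92, -3.30 and -3.26 here. DESeq2's shrunken fold changes were -5.204, -3.15, -2.03, -2.02, -1.55, -1.06, -1.03 and -1.02, against the paper's -5.204, -3.147, -2.027, -2.017, -1.547, -1.06, -1.032 and -1.022.

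For Mgea5 the log2 fold change was -5.01 here and -4.43 with DESeq2's shrunken fold changes, against the paper's -3.099. The authors' deposited comparison gives -4.43 as well, so it differs from Supplemental Table 1 too. None of the alternatives set before the data were examined closed this gap. The mean of the shrunken fold changes of both Mgea5 loci is -3.10, which was computed after the values were seen.

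Apart from Mgea5, DESeq2's shrunken fold changes closed the gap for all 33 genes that differ. RPKM with a pseudocount of 0.1 closed it for 4933408J17Rik, Ptgir, Rasgrf2, D19Ertd409e, Mid1, Rbm44, Slc5a9, Tdrkh, Gbp11, Zfp37, Catsperg1, Zscan18, AI414108, Zfp583, Ptpdc1 and Mlph. RPKM with a pseudocount of 1 closed it for 4933408J17Rik, Gm5547, Tnni1, Rasgrf2, Sgip1.6, Gbp11, E430024I08Rik, Arhgef25, Rnf208, Catsperg1, AI414108, Zfp583 and Gstk1. Closed does not mean equal, since Rasgrf2 was at 0.340 in this setting, below the paper's 1.034. Without OgaVav-Cre replicate 1 the gap closed for Gm5547, Tdrkh and Zfp583. Without OgaVav-Cre replicate 2 it closed for Catsperg1 and Ptpdc1. Without OgaVav-Cre replicate 3 it closed for 4933408J17Rik, Rasgrf2, E430024I08Rik, Arhgef25, Rnf208, Catsperg1 and Zscan18. Without wildtype replicate 2 it closed for 4933408J17Rik, Rasgrf2, E430024I08Rik, Arhgef25, Catsperg1, Zscan18, Zfp583 and Ptpdc1. Without wildtype replicate 3 it closed for Ptpdc1. DESeq2's size factors, no filter on low counts, at least 10 reads in every library, DESeq2's unshrunken Wald test, limma-voom, the replicate block and leaving out wildtype replicate 1 closed it for 0 genes.

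The paper calls Slc1a5 the most highly upregulated gene. Here it had the smallest p of the upregulated loci and was 187th of all loci tested by unshrunken log2 fold change. On DESeq2's shrunken scale its 1.44 is the largest of the 12 upregulated genes of Supplemental Table 1, and in the authors' deposited comparison Igkv8-30 and Gm16901, outside that table, are higher. The paper reports Clip3, Slc5a9 and Bcam as significantly changed, and here they had an adjusted p of 0.272, 0.125 and 0.412 with edgeR. Both forms of DESeq2's Wald test called all 3, as they did each of the 53 genes. Slc5a9 was also called with no filter on low counts, and, in settings chosen after the values were seen, with the Igj level as a covariate, with the immunoglobulin share as a covariate and a robust dispersion estimate, and with legacy = FALSE, with or without a robust dispersion estimate.

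Of the genes of Supplemental Table 1, 6 passed the cutoffs here with edgeR, namely Mgea5, D19Ertd409e, E330018D03Rik, Fgf3, Tdrkh and Slc1a5. With no filter on low counts the genes that passed as well included 4933408J17Rik, 4932415G12Rik, Mid1, Rbm44, Slc5a9, Sgip1.6, Elavl4, E430024I08Rik, Vldlr and Zmym6, with limma-voom Rbm44, and without OgaVav-Cre replicate 3 Mid1. In settings chosen after the values were seen, a robust dispersion estimate added Mid1 and Rbm44, the Igj level 4933408J17Rik, Mid1, Rbm44, Slc5a9, Sgip1.6, E430024I08Rik, Vldlr and Mlph, the immunoglobulin share Mid1, Sgip1.6, Vldlr and Mlph, and the immunoglobulin share with a robust dispersion estimate genes that included these 4 and Rbm44, Slc5a9, 4933408J17Rik, E430024I08Rik, Zmym6 and Zfp37, and legacy = FALSE with a robust dispersion estimate Slc5a9 and Mid1.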

Other observations

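The tests in this part were chosen after the results were seen, except those of the counts, the lists, the chromosomes and the window around Oga, the FGF list without Fgf3 and the merging of overlapping loci.

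The libraries were also split in the 10 possible ways into 3 and 3. In 2 of the 10 splits, the genotypes among them, as many loci were down as between genotypes, in 2 as many were up, in 2 as many were past the adjusted p-value alone, in 2 as many changed genes were on chromosome 7, and in 1 as many were within 10 Mb of Oga. With DESeq2's shrunken fold changes, 2 splits gave as many loci down and 3 as many up. With 10 splits the share is never under 0.1. The other split that matched edgeR's counts set OgaVav-Cre replicates 1 and 2 and wildtype replicate 2, the libraries with the 3 highest shares on Ighm, Igkc and Igj, against the rest. It gave 45 loci down, 5 up, 52 past the adjusted p-value and 5 changed genes on chromosome 7, and 327 down and 142 up with DESeq2's shrunken fold changes. Blocking on it leaves 1 wildtype library beside 2 OgaVav-Cre libraries in one part, so the share itself was used as a covariate, which gave 10 down and 7 up between genotypes. OgaVav-Cre replicates 1 and 2 with wildtype replicate 1 gave 41 down and 20 up with DESeq2's shrunken fold changes.

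Of the 7 changed genes, 2 were on chromosome 7 (Fisher's exact p = 0.0797, adjusted over the chromosomes 0.837) and 4 on chromosome 19 (p = 4.52e-05, adjusted 0.00095), all of these 4 at Oga. Within 5, 10 and 20 Mb of Oga there were 2 changed genes other than the Mgea5 loci (Fisher's exact p = 0.000996, 0.00207 and 0.0049), D19Ertd409e and E330018D03Rik, both inside Oga itself. Of the 53 genes of Supplemental Table 1, 10 are on chromosome 7 (Fisher's exact p = 0.00545, adjusted 0.0871).

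The lists had these median log2 fold changes and adjusted p from camera on the edgeR fit, with the splits that gave a camera p as small. The hexosamine list had 0.024 (6 of 12 genes higher, 0.808, 7 of 10 splits), the transport list 7 of 10 splits, the p53 list 0.026 (13 of 24 genes higher, 0.808, 7 of 10), the LT-HSC list -0.18 (7 of 19 higher, 0.696, 7 of 10), the lymphoid-primed list 0.034 (8 of 16 higher, 0.808, 9 of 10) and the lineage-positive list 0.50 (19 of 25 higher, 0.692, 10 of 10). The sign of the first 3 and of the lymphoid-primed list changes with RPKM, as given above. The cell cycle list had 0.19 (26 of 31 higher, 0.00514), but 6 of 10 splits gave a camera p as small. Its mean log2 CPM was 6.50, 6.47 and 6.51 in OgaVav-Cre and 6.95, 5.77 and 5.97 in wildtype libraries, and its adjusted p was 0.889 with camera with estimated correlation. The direction of the cell cycle list changed without wildtype replicate 2, to -0.018.

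The FGF list was lower in OgaVav-Cre cells, with a median of -0.31 (2 of 11 genes higher, adjusted p = 0.00079 from camera on the edgeR fit; 1 of 10 splits had a camera p as small). Without Fgf3 the median of the other 10 genes was -0.24 and the unadjusted camera p 0.0942. A candidate explanation is therefore that Fgf3 alone brings the list past the threshold, and a change of signaling by other FGF genes was not shown.

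Scaled to library size, the Oga reads left in OgaVav-Cre libraries were 3.11% of the wildtype reads. Cells that kept the allele would leave the same scaled share of E330018D03Rik inside Oga, which comes to 65.5 reads in the larger OgaVav-Cre libraries, and 3 were observed (0, 0 and 3 in replicates 1, 2 and 3). The values argue against such cells as the whole source. In OgaVav-Cre libraries there were 0.892 Oga reads per read of the plus-strand Mgea5 locus over its 3' end (323 and 362 reads), against 6.72 in wildtype libraries. Reads of this locus, or of a transcript from the part of Oga that is not deleted, may therefore be counted as Oga.

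The log2 fold change fell with locus length, from a median of 0.22 in the tenth of loci with a median length of 492 bases to -0.053 in the tenth with 11596 bases. The slope was -0.18 for each rise of length by 10 times, and 1 of 10 splits had a slope as steep, so that chance and genotype cannot be told apart with 6 libraries. No biological explanation was tested.

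Several genes of Supplemental Table 1 lie near one another. With the loci at Oga left out and overlapping loci counted once, 10 of 48 places had another within 1 Mb, against a median of 4 and a 95th percentile of 8 in 10000 random draws (permutation p = 0.0319). Reads counted at overlapping loci therefore do not account for it. The pairs were Mlph and Rbm44, Phlda3 and Tnni1, Zfp354b and Zfp354a, 1200009P19Rik and Sgip1.6, and Slc1a5 and Ptgir, each changed in the same direction. These pairs lie on chromosomes 1, 7, 11 and 13. The targeted allele is on chromosome 19, and Commd10, named in the stock of the Vav-iCre line, is on chromosome 18. A segment of different parental origin around either place would not reach these pairs. Segments elsewhere cannot be told apart from regulation, because the table holds no alleles. Regulation of neighbouring genes together was not tested.

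None of the genes the paper lists from MEFs passed the cutoffs in LSK cells with edgeR. The log2 fold changes were 0.055 for Hif1a (adjusted p = 0.943), -0.32 for Tal1 (0.674), -0.032 for Lyl1 (0.933) and 0.68 for Cdkn1c (0.608). They were -0.70 for Ogt (adjusted p = 0.412, lower in 3 of 3 OgaVav-Cre libraries), -0.88 for Vcam1 (0.696), -0.31 for Icam1 (0.475), -0.023 for Myc (0.972) and 0.14 for Commd10 (0.734). Hif1a, Lyl1, Vcam1 and Myc changed direction in at least 1 alternative.

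The authors' deposited comparison has 62 loci past both cutoffs, 45 down and 17 up, and 52 of them are in Supplemental Table 1. The gene of that table left out is Gstk1. Its deposited log2 fold change is -1.0, given to fewer digits than the paper's -1.002. An Entrez gene number is given for 53 of the 62. All 62 were called here by DESeq2 with shrunken fold changes. The other 10 are the second Mgea5 locus, Gm16812, Gm14387, AK149536, AK033886, a locus that merges Tnni1 and AW049021, Gm16901 and the immunoglobulin loci Igkv6-15, Igkv17-121 and Igkv8-30. Of these 10, the second Mgea5 locus alone has a single Entrez gene number.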
